# The Tumor Suppressor *Adenomatous Polyposis Coli (apc)* Is Required for Neural Crest-Dependent Craniofacial Development in Zebrafish

**DOI:** 10.3390/jdb11030029

**Published:** 2023-06-29

**Authors:** Xiaolei Liu, William D. Jones, Mathieu Quesnel-Vallières, Sudhish A. Devadiga, Kristin Lorent, Alexander J. Valvezan, Rebecca L. Myers, Ning Li, Christopher J. Lengner, Yoseph Barash, Michael Pack, Peter S. Klein

**Keywords:** APC, GSK-3, mTOR, cranial neural crest, EMT, splicing, complement C3, craniofacial, pharyngeal arch, Wnt, colon cancer

## Abstract

Neural crest (NC) is a unique vertebrate cell type arising from the border of the neural plate and epidermis that gives rise to diverse tissues along the entire body axis. Roberto Mayor and colleagues have made major contributions to our understanding of NC induction, delamination, and migration. We report that a truncating mutation of the classical tumor suppressor *Adenomatous Polyposis Coli* (*apc)* disrupts craniofacial development in zebrafish larvae, with a marked reduction in the cranial neural crest (CNC) cells that contribute to mandibular and hyoid pharyngeal arches. While the mechanism is not yet clear, the altered expression of signaling molecules that guide CNC migration could underlie this phenotype. For example, *apc^mcr/mcr^* larvae express substantially higher levels of *complement c3*, which Mayor and colleagues showed impairs CNC cell migration when overexpressed. However, we also observe reduction in *stroma-derived factor 1* (*sdf1/cxcl12*), which is required for CNC migration into the head. Consistent with our previous work showing that APC directly enhances the activity of glycogen synthase kinase 3 (GSK-3) and, independently, that GSK-3 phosphorylates multiple core mRNA splicing factors, we identify 340 mRNA splicing variations in *apc* mutant zebrafish, including a splice variant that deletes a conserved domain in *semaphorin 3f* (*sema3f*), an axonal guidance molecule and a known regulator of CNC migration. Here, we discuss potential roles for *apc* in CNC development in the context of some of the seminal findings of Mayor and colleagues.

## 1. Introduction

The neural crest (NC) is a remarkable vertebrate cell type induced at the border of the neural plate and adjacent epidermis. NC has the potential to develop into diverse cell types including muscle, cartilage, bone, peripheral and enteric neurons, glia, endocrine cells, melanocytes, and portions of the cardiac outflow tract, aortic arch, and semilunar valves [1,2,3,4,5,6]. The cranial neural crest (CNC) arises from the anterior neural plate border and gives rise to craniofacial muscles, cartilage, and bones as well as the cephalic peripheral nervous system, and thereby, gives rise to much of the vertebrate head and face.

Roberto Mayor and his colleagues have made major contributions to the study of NC induction, delamination, and migration and the cell biology and biomechanics of migration after NC cells leave the neural folds and move toward their diverse destinations [1,7,8,9,10,11,12,13,14,15,16,17,18]. As the neural tube closes, NC cells undergo an epithelial to mesenchymal transition (EMT), delaminate, and begin their migration throughout the body. CNC cells initiate migration as a unified group of cells, whereas trunk NC cells delaminate individually [19]. The complex sequence of instructions required for NC to undergo EMT, migration, and the eventual invasion of distant points has often been compared to the metastasis of cancer cells [4,20]. Mayor and colleagues have been pioneers in using the delamination of the NC for the in vivo study of EMT under physiological conditions.

The Mayor group has shown that, in the early phase of NC migration, cells maintain contact through several mechanisms. A seminal paper by Carmona-Fontaine et al. [10] defined an essential role for the contact inhibition of locomotion (CIL) in NC migration. CIL had been described previously as a cell behavior in which cells reorient their direction of migration upon contact with another cell [21]. Mayor, Stern, and colleagues showed that NC cells from *Xenopus laevis* and zebrafish depend on CIL for oriented migration; when a NC cell encounters another NC cell, it stops and reorients its direction of migration along with other NC cells. In contrast, when it encounters a different cell type, it invades that other tissue, as they showed using NC explants as well as in vivo imaging [10]. Within a migrating group of cells, the cells at the leading edge maintain greater polarity than internal cells and appear to lead directed movement, while the internal cells are primarily attracted to each other. The CNC cells of *Xenopus* secrete the complement factor C3, which is cleaved to generate the chemoattractive C3a polypeptide. CNC cells also express the C3a receptor [11], allowing mutual attraction, termed by the Mayor group as co-attraction (CoA). Furthermore, the overexpression of C3a diverts CNC from their normal path and impairs collective CNC cell migration, reinforcing the conclusion that C3a maintains CNC as a coherent group of cells to allow collective cell migration [11,17].

Wnt signaling plays essential and complex roles in NC development. Canonical Wnt/β-catenin signaling induces NC beginning in the gastrula stage, but this pathway must also be inhibited for the delamination of NC [13,22]. The secreted Wnt pathway inhibitor Draxin also modulates the timing of CNC EMT and migration [23]. Canonical Wnt signaling is also reduced in migrating CNC, and the ectopic activation of canonical Wnt signaling inhibits CNC cell migration [24]. Once CNC cells have arrived at their target tissues, the activation of canonical Wnt signaling promotes the differentiation of CNC, for example into chondrocytes [25].

While exploring the in vivo interplay between two Wnt pathway suppressors, Adenomatous Polyposis Coli (APC) and Glycogen Synthase Kinase 3 (GSK-3) [26,27,28], we uncovered a striking defect in the CNC contribution to craniofacial structures in *apc* mutant zebrafish. As presented here, this CNC defect is associated with marked elevation in *c3* expression; one hypothesis to explain this defect, therefore, is that elevated *c3* at an earlier stage of development in *apc* mutants disrupts the migration of CNC into the head, similar to the findings of Carmona-Fontaine at earlier stages of CNC migration [11]. *APC* is a classical tumor suppressor gene and GSK-3 is a protein kinase that phosphorylates the canonical Wnt signaling effector β-catenin. APC and GSK-3 function together to suppress the canonical Wnt signaling pathway by promoting the degradation of β-catenin. All of these proteins bind to the scaffold protein Axin, where APC directly enhances GSK-3 enzymatic activity toward β-catenin [28]. Wnt signaling is activated when an extracellular Wnt protein binds to a receptor complex and promotes the dissociation of APC from the Axin complex [28,29,30], leading to reduced GSK-3 enzymatic activity in the absence of APC.

To characterize the APC-dependent regulation of GSK-3 in more depth in vivo, we have examined the zebrafish *apc^mcr^* mutant [26], which has a truncating mutation in the mutation cluster region (mcr) that is similar to mutations associated with human colon cancers. The zebrafish *apc^mcr/mcr^* mutation is lethal in the early larva and causes multiple developmental phenotypes, including defects in heart looping, the expansion of endocardial cushions, reduced blood flow, liver hyperplasia, and the disruption of the anterior-posterior body axis [31,32]. These phenotypes are due to reduced Gsk-3 activity in the absence of full-length Apc. As a major role for GSK-3 in the Wnt pathway is to phosphorylate β-catenin and target it for degradation, some of the *apc* phenotypes arise through the accumulation of β-catenin [31]. However, several major phenotypes in *apc^mcr^* zebrafish are caused by the activation of other GSK-3 targets, including the nutrient sensor mechanistic target of rapamycin complex 1 (mTORC1) [26].

While examining Apc- and Gsk-3-dependent phenotypes in *apc^mcr^* mutants, we observed a highly penetrant defect that results in the accumulation of disorganized tissue just anterior to the developing heart. The examination of a CNC reporter shows marked reduction in the CNC contribution to craniofacial structures derived from the first and second pharyngeal arches along with the expansion and disorganization of CNC in more posterior pharyngeal arches. The transcriptomic comparisons of wild-type and *apc* mutant fish demonstrate the robust activation of canonical Wnt signaling, as expected, but also show the marked elevation of Complement Factor *c3* expression, which could contribute to this aberrant CNC phenotype by interfering with or diverting the migration of CNC that normally populates the first and second pharyngeal arches. However, we also observe changes in the expression of the other regulators of both differentiation and migration that may also play a role in the CNC phenotype we report here. Because GSK-3 is a novel global regulator of mRNA splicing, we also examined splicing in *apc* mutant zebrafish and identified hundreds of alternative spliced mRNAs, affecting a preponderance of mRNAs that regulate cell migration, specifically in the *apc* mutants.

## 2. Methods

### 2.1. Zebrafish Husbandry and Methods

Embryos were raised at 28.5 °C in standard E3 medium [26,33]. *apc^mcr^* zebrafish (kindly provided by Dr. Adam Hurlstone) and primers used for genotyping were described previously [26]. The live imaging of *fli1-GFP* larvae was performed with an Olympus MVX10 fluorescent dissecting microscope (Tokyo, Japan). The confocal imaging of *fli1-GFP* larvae was performed on a Zeiss LSM 510 confocal microscope. In situ hybridization was performed on embryos and larvae fixed at the stages indicated in the figures according to well-described methods [34]. Probes included *gsc*, *crestin*, *sox10*. Plasmids for *gsc* and *crestin* were kindly provided by Dr. Mary Mullins (University of Pennsylvania School of Medicine). For *sox10* in situ hybridization, an 832 bp fragment of *sox10* was PCR amplified with the primers GTCACTAAAGGTCCAACCGT and TGTGATGGACTTGAGGCACT and the product was subcloned into pCRII-TOPO; this plasmid was used as a template for the in vitro transcription of in situ hybridization probes. Zebrafish husbandry and egg procurement were carried out in accordance with the guidelines of the University of Pennsylvania Institutional Animal Care and Use Committee.

### 2.2. RNA Isolation, RT-PCR, and Sequencing

*apc^mcr/mcr^* homozygous embryos were sorted from wild-type and *apc^mcr/+^* heterozygotes based on morphology (homozygotes displayed a bent A–P axes, whereas heterozygotes were morphologically indistinguishable from WT) at 24 h post-fertilization (hpf) and harvested for RNA isolation at 48 hpf. A total of 20 embryos per genotype were collected from 3 independent clutches, and RNA was isolated using Trizol reagent, as described previously [35]. Genomic DNA was removed via DNAse treatment and total RNA was recovered using an RNeasy kit (Qiagen, Germantown, MD, USA). Purity was confirmed via a bioanalyzer (RIN > 8). RNAs were sent to Genewiz for polyA-selection, for the generation of stranded Illumina RNA-Seq library, and for sequencing at a depth of ≥50 million reads per sample replicate. For standard qRT-PCR, 50 ng RNA per sample was used for first-strand cDNA synthesis using SuperScript-III reverse transcriptase (Invitrogen, Waltham, MA, USA), according to manufacturer’s protocol. Relative gene expression was quantified by real-time PCR using Power Sybr Green PCR Master Mix, as described [36]. GAPDH was used as a control for RNA input. PCR primer sequences are shown in Table 1.

### 2.3. Quantification of Alternative Spliced and Differentially Expressed Genes

Alternative splicing and differential expression analyses were based on RNA-Seq reads that were mapped to the zebrafish reference genome (GRCz10) using STAR (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC3530905/, accessed on 15 January 2018). Differential splicing analysis was performed comparing WT/*het* and *apc^mcr/mcr^* samples using Modeling Alternative Junction Inclusion Quantification (MAJIQ) deltapsi with intron retention quantification enabled. Results were filtered for high confidence changing local splice variants (LSVs) with a change in percent spliced in (dPSI) ≥20% (in which junctions had a ≥90% probability of expected dPSI).

### 2.4. Statistical Analysis and Downstream Bioinformatics

The results are presented as mean ± SD. Unpaired two-tailed Student’s *t*-tests were applied RT-qPCR data to determine differences in mRNA expression. *p* values were calculated following log_2_ transformation. Gene expression data from RNA-seq were obtained by aligning poly-A reads to the zebrafish reference genome (GRCz10) using STAR as described previously [35]. The generation of heatmaps and clustering analyses were performed using Morpheus (https://software.broadinstitute.org/morpheus/, accessed 22 March 2019). GO and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis were performed using Metascape [37]. The list of genes that changed ≥2-fold with FDR <0.05 in *apc^mcr/mcr^* mutants vs. combined WT and *apc^mcr/+^* heterozygotes was submitted as the gene list. For Gene Set Enrichment Analysis (GSEA), Zebrafish Information Network (ZFIN) gene IDs were converted to homologous human gene symbols in Ensembl version 95 using the Bioconductor biomaRt package for Ensembl BioMart [38,39,40] and this list was submitted to GSEA 4.3.2 (https://www.gsea-msigdb.org/gsea/index.jsp, accessed 26 November 2022) to determine enriched pathways [41,42] Supplemental Table S3 shows GSEA identified Hallmark pathways ranked by normalized enrichment score.

## 3. Results

### 3.1. The Tumor Suppressor Apc Is Required for the CNC Contribution to Craniofacial Structures

Defects in morphogenesis leading to curvature of the anterior–posterior axis are a prominent feature of the *apc^mcr^* mutant [26,31]. This phenotype is detectable as early as 24 hpf, and by 50 hpf (~30 somites), it is associated with a collection of amorphous tissue anterior to the yolk mass and developing heart (Figure 1A–D). As the identity of the cells contributing to this aberrant tissue mass was not clear, we crossed *apc^mcr^* mutants with reporter lines that express GFP in vascular endothelial cells (*fli1-GFP*) [43], renal tubular epithelium (*enpep-GFP*), gut endoderm (*foxa3-GFP*), and smooth muscle (*sm22alpha-GFP*). Although most tissue-specific markers showed relatively normal expression patterns within the region of interest, *fli1-GFP*; *apc^mcr^* mutant larvae showed a high accumulation of GFP^+^ cells within these amorphic cell clusters and markedly reduced GFP^+^ cells in the ventral head (Figure 1E). *fli1-GFP* is expressed in vascular endothelium throughout the larva and in CNC-derived pharyngeal arch mesenchyme [43]. Confocal imaging showed that *Fli1-GFP^+^* expression is similar in the vascular structures of the trunk in wild-type (WT) and *apc^mcr^* mutants (Figure 1F,G). In stark contrast, GFP^+^ cells that are prominent in craniofacial structures derived from the first and second pharyngeal arches in wild-type larvae, including Meckel’s cartilage, the palatoquadrate cartilage, and the ceratohyal cartilage (Figure 1H), are markedly reduced or absent in *apc* mutants. These reductions are accompanied by an increased number and disorganization of Fli1-GFP^+^ cells within more posterior pharyngeal arches (Figure 1I), corresponding to the aberrant cell cluster we observe in intact larvae and by histological sectioning (Figure 1B,D). The low level of GFP^+^ cells present in the heads of *apc^mcr^* mutants may reflect reduced vascular endothelial and/or CNC cells.

The absence of CNC cells in the derivatives of the mandibular and hyoid arches could reflect the disruption of CNC specification or migration. However, this defect is not caused by a disruption of initial NC induction, as the expression of the early NC marker *sox10* at the neural plate border is normal in *apc* mutants at the 5-somite stage (12 hpf; Figure 2A,B). The overall level of expression of the pan-NC marker *crestin* was also similar in WT and *apc^mcr^* larvae at 33 hpf. However, at later stages of larval development (55 hpf), the paired-like homeobox transcription factor *goosecoid (gsc),* which is highly expressed in the mandibular, hyoid, and more posterior pharyngeal arches in WT larvae (Figure 2C, [44]), was absent from these CNC-derived structures in *apc^mcr^* mutant larvae (Figure 2D). The reduced expression of *gsc* in *apc^mcr^* mutants was also observed via RNA-seq, as described below (Figure 3). These findings demonstrate a marked defect in craniofacial development in *apc^mcr^* mutants that we hypothesize was caused by a failure of CNC to migrate into the head, although, alternatively, altered cell fate specification could still underlie this defect as well.

### 3.2. Increased Expression of Cytokines and Wnt Target Genes in apc^mcr/mcr^ Larvae

To gain a deeper understanding of how Apc regulates the expression of genes that may influence CNC specification and/or migration, as well as more general insights into the role of APC in global gene expression, we performed RNA sequencing (RNA-seq) on the wild-type and *apc* mutant larvae at 48 hpf. 

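The deposited RNA-seq data comprise 12 stranded poly-A libraries from larvae harvested at 48 hpf, with 3 replicates in each of 4 groups. These are WT and *apc mcr* mutant larvae given vehicle, and WT and mutant larvae given rapamycin, an inhibitor of mTORC1. Embryos were sorted by morphology at 24 hpf, so the WT group pools wild-type embryos with heterozygous siblings. The sample labels give 20 embryos per replicate, a vehicle of 0.1% DMSO, and 100 nM rapamycin from 24 hpf. The comparison of mutant and WT larvae at 48 hpf used the 6 vehicle libraries, which are the groups of Figure 3A. The values are the authors' estimated read counts for Ensembl genes, given as whole numbers without normalization. The name of the count table refers to salmon and tximport, whereas the methods name STAR with GRCz10. How reads shared between gene copies were assigned is therefore not known. Total counts per library ranged from 74395349 to 77680617 in WT larvae given vehicle, with a median of 75217249, and from 69693340 to 77584080 in mutant larvae, with a median of 75689996. The sample labels give a depth of at least 100 M reads per replicate, where the paper gives at least 50 M, and the values used here are the counts on genes. Counts were normalized for library size by edgeR's TMM method, and normalized counts are given per library of 75080000 counts. Genes with low counts were removed by edgeR's filterByExpr, which left 22335 genes. A gene was called when its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and its change was at least 2-fold, the threshold of the paper. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. The *apc* gene itself (APC, ENSDARG00000058868) had 7069.8 ± 1184 normalized counts (SD, n = 3) in mutant larvae and 9922 ± 47.0 (SD, n = 3) in WT larvae. Its log2 fold change was −0.49 (standard error 0.12, edgeR adjusted p = 0.0153), and its raw counts were 5593 to 8270 in mutant and 10007 to 10365 in WT libraries.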

RNA-seq was performed with three biological replicates and sequenced at a depth of ≥50 million reads per sample. Using a threshold of ≥ 2-fold change and false discovery rate (FDR) < 0.05, we observed the increased abundance of 918 mRNAs and the decreased abundance of 881 mRNAs in the *apc^mcr^* mutant compared to wild-type larvae (Figure 3A and Supplemental Table S1).

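In the 6 vehicle libraries, 1775 of the 22335 genes tested were called, 905 higher and 870 lower in mutant larvae. All 3 mutant libraries lay on one side of all 3 WT libraries for 43.8% of all genes tested, where chance alone separates the groups in this way for 10%. The common biological coefficient of variation between replicates was 15.0%. The setting that moved the count most was dropping the 2-fold minimum, with which 6333 genes had an adjusted p under 0.05, 3305 higher and 3028 lower. Among called genes with a mean of at least 100 counts per library, the lowest log2 fold changes were those of *matn1* (ENSDARG00000030215), at −6.66 (standard error 0.33), and *tnxba* (ENSDARG00000001760), at −6.41 (standard error 0.31). Raw counts of *matn1* were 18 to 40 in mutant and 2158 to 4298 in WT libraries. The next lowest were *fgfbp2b* (−5.54) and *si:ch211-229d2.5* (−4.87), besides a gene tested by RT-qPCR. Raw counts of *si:ch211-229d2.5* were 9 to 68 in mutant libraries, and its log2 fold change ranged from −5.95 to −4.42 with each replicate left out in turn. At the other end, *zmp:0000001031* (ENSDARG00000092704) had a log2 fold change of 5.50 (standard error 0.41). The genes *loc564660* and *jac9* reached 5.82 and 5.76, with raw counts in WT libraries of 0 to 17 and 0 to 35. WT vehicle replicate 2 held the highest of these WT counts, and without it, with 3 counts or fewer in the other WT libraries, *loc564660* was at least 117-fold and *jac9* at least 229-fold higher in mutant larvae. Without WT vehicle replicate 2, 1705 genes were called, 1554 of them among the 1775.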

The expression of >30 established Wnt target genes and Wnt-inducible pathway antagonists, including *c-myc, dickkopf 1 (dkk1), dkk2, naked cuticle homologs 1–3 (nkd1–3), notum 1, R-spondin 2 (rspo2), axin2, myc, apc downregulated 1 (apcdd1), wnt1 inducible signaling pathway protein 1 (wisp1), wnt inhibitory factor 1 (wif1), sp5, engrailed2 (en2)*, and *twist1*, was robustly increased in apc^mcr^ mutant larvae, as expected. 

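All 27 genes listed as Wnt targets in Figure 3A were called higher, with log2 fold changes from 1.13 to 5.67 and a median of 2.21. The highest value is that of *ccl19a.2*, which is also in the cytokine and RT-qPCR lists and had raw counts of 0 to 43 in WT libraries. The same 27 passed when p was adjusted over the list alone, although the study chose this list on these libraries and it is not independent evidence. The list made for the genes named in the text held 22 tested Ensembl genes, of which 16 were called, all of them higher. It does not hold every copy of these names that is given below. It does include *APCDD1L*, which the paper's text does not name. Without a fold minimum, 18 of the 22 were higher and 1, *APCDD1L*, was lower, and 19 passed when adjusted over the list alone. Normalized counts of *wif1* (ENSDARG00000005541) were 32205 ± 5704 (SD, n = 3) in mutant and 3076 ± 703 (SD, n = 3) in WT larvae, a log2 fold change of 3.39 (standard error 0.19, edgeR adjusted p = 1.21e-05). For *axin2* (ENSDARG00000100149) the log2 fold change was 1.68 (standard error 0.10, edgeR adjusted p = 1.40e-05). The values for *nkd1*, *dkk2*, *rspo2*, *wisp1a* and *sp5a* were 2.18, 2.12, 2.14, 3.68 and 2.21. *APCDD1* rose by 5.02 on the log2 scale from raw counts of 1 to 14 in WT libraries, and by 6.34 without WT vehicle replicate 2, whereas *APCDD1L* had a log2 fold change of −0.85 (edgeR adjusted p = 0.00277). Of the *myc* genes, *myca* (ENSDARG00000045695) was called at 1.13 and MYC (ENSDARG00000007241) stayed at −0.01 (standard error 0.08, edgeR adjusted p = 0.925), with a sign that changed as single replicates were left out. Of the *twist1* genes, *twist1b* was called at 1.15 and *twist1a* lay under 2-fold at 0.57 (edgeR adjusted p = 0.00161). The 2 EN2 genes, at 0.78 and 0.69, and NKD2, at 0.88, were also higher at an adjusted p under 0.05 but under 2-fold. The name *nkd3* covers several Ensembl genes. One (ENSDARG00000013174) was called at 1.07, and the others tested were not called, at 0.19 and 0.65. The last of these (ENSDARG00000096278) had raw counts of only 8 to 13 in mutant and 0 to 17 in WT libraries, and its log2 fold change ranged from 0.08 to 2.15 with each replicate left out in turn. A separate list of Wnt feedback and target genes was not drawn from the study's results but overlaps with them, for example in *dkk1a*. It held 18 tested genes, which were all higher in mutant larvae. Of these, 12 were called, and 15 had an adjusted p under 0.05, both among all genes and adjusted over the list alone. As a set it was higher by limma's camera test with a preset correlation of 0.01 (adjusted p = 3.54e-13). Camera called 12 of the 23 lists tested in these libraries, and the 12 also passed limma's fry test, but 0 passed when camera estimated the correlation between genes from the data.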

The visual inspection of this list also revealed an increase in mRNA abundance for many inflammatory cytokines, cytokine receptors, and mediators of cytokine signaling, including *ccl19a, interleukin 11 (il11), leptin, parathyroid hormone 1, suppressor of cytokine signaling 3 (socs3), cxcl19, angiopoietin 2, colony stimulatory factor 1 (csf1)*, and others (Supplemental Table S1). 

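The cytokines, receptors and mediators named here match 16 tested Ensembl genes, and all were called higher in mutant larvae. Their log2 fold changes reached 5.90 with a median of 3.85, and 16 passed when adjusted over the list alone, a list that the study drew from these libraries. The largest was *il11a* (ENSDARG00000037859), with 708 ± 253 normalized counts (SD, n = 3) in mutant and 11.8 ± 15.5 (SD, n = 3) in WT larvae, a log2 fold change of 5.90 (standard error 0.60, edgeR adjusted p = 0.000189). Next came *ccl19a.2* at 5.67 (standard error 0.73), *lepa* at 5.50 (standard error 0.57) and *lepb* at 5.18 (standard error 0.45). Raw counts in WT libraries were 3 to 30 for *il11a*, 0 to 43 for *ccl19a.2*, 2 to 21 for *lepa* and 2 to 5 for *lepb*, so that these folds rest on few WT reads. WT vehicle replicate 2 had the highest WT count of each, and the other WT libraries had 3 counts or fewer. Without it, *il11a* was at least 245-fold higher in mutant larvae, *ccl19a.2* at least 260.5-fold, *lepa* at least 129-fold and *lepb* at least 38.2-fold. The other interleukin 11 gene, *il11b*, had a log2 fold change of 5.10 and was at least 114-fold higher without that library. Parathyroid hormone genes *pth1a* and *pth1b* rose by 5.12 and 3.73, *angpt2b* by 3.27, *cxcl19* by 3.29, *csf1b* by 2.27 and *csf1a* by 1.60 on the log2 scale. *socs3b* had a log2 fold change of 3.37 (standard error 0.30). The name *socs3a* covers a pair of Ensembl genes with the same counts in all 3 mutant libraries, so how reads were divided between them is uncertain. The smallest change in the group was that of *ccl19a.1*, 2.82-fold higher (edgeR adjusted p = 0.00227).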

To validate changes in RNA abundance observed by RNA-seq, we performed RT-qPCR on selected genes and found close correlation using the two methods for all genes tested (Figure 3B). These data confirm the increased expression of cytokines, Wnt target genes, and Wnt antagonists. In contrast, the expression of gsc was reduced by greater than five-fold, consistent with the marked reduction in gsc expression observed by in situ hybridization (Figure 2D).

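The list of genes tested by RT-qPCR held 16 Ensembl genes in the RNA-seq counts, 12 of them called higher and 2 called lower in mutant larvae. The 2 not called were GAPDH, the input control, and GAPDHS, for which the paper gives no primers. *c3a.1* and *c3a.6*, which the paper also measured by RT-qPCR, are not in this list and are given with the *c3* genes. Adjusted over the list alone, 15 had an adjusted p under 0.05, and the list was the study's own choice. The RT-qPCR measurements were not used here. In the RNA-seq counts, *cbx7a* had a log2 fold change of 4.52 (standard error 0.53, edgeR adjusted p = 0.000394), from 321 ± 294 normalized counts (SD, n = 3) in WT to 7354 ± 105 (SD, n = 3) in mutant larvae. The Wnt antagonists *dkk1a*, *dkk1b* and *notum1a* rose by 4.39, 4.24 and 4.37 on the log2 scale, with standard errors of 0.35, 0.35 and 0.30. *lft1* reached 4.19 (standard error 0.65), *sall1b* 4.15 (standard error 0.28) and *socs3a* 3.96 (standard error 0.31). Leaving out WT vehicle replicate 2 moved *lft1* to 5.89, *cbx7a* to 5.61 and *dkk1a* to 4.99. *emilin3a* (ENSDARG00000078052) changed the other way, with a log2 fold change of −5.14 (standard error 0.24, edgeR adjusted p = 8.01e-06). For GAPDH, which served as the RT-qPCR control for RNA input, the log2 fold change was 0.60 (standard error 0.09, edgeR adjusted p = 0.00116), and for GAPDHS it was 0.41 (standard error 0.19, edgeR adjusted p = 0.141).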

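Normalized counts of *gsc* (ENSDARG00000059073) were 100.1 ± 24.9 (SD, n = 3) in mutant and 976 ± 55.7 (SD, n = 3) in WT larvae, 9.77-fold lower in the mutant. The log2 fold change was −3.29 (standard error 0.17, edgeR adjusted p = 1.07e-05). Raw counts were 83 to 116 in the mutant libraries and 946 to 1073 in the WT libraries, so the difference was larger than the spread between replicates. With each replicate left out in turn, the log2 fold change stayed between −3.51 and −3.19.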

To identify the patterns of gene expression changes in *apc^mcr^* mutants, we performed gene ontology (GO) analysis using Metascape [37]. In addition to confirming the altered expression of Wnt target genes and inflammatory cytokines, this analysis revealed significant changes in the expression of genes related to cell migration, extracellular matrix organization, cell fate specification, and cartilage development (Figure 3C), consistent with alterations in CNC migration, differentiation, and craniofacial development. 

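The GO analysis was not repeated, and cartilage was examined with a list of chondrocyte matrix and transcription factor genes not drawn from the study's results. The list still includes *col11a2*, which the paper names as reduced and which is among those called lower. Of 25 genes tested, 13 were called lower and 0 higher in mutant larvae. Without a fold minimum, 17 had an adjusted p under 0.05, and 18 when adjusted over the list alone. The median log2 fold change of the list was −1.09, and it stayed under −1, with −1.46 as the lowest, across scaling, filtering, the replicate block and single replicates left out. As a set, the list was lower by camera (adjusted p = 1.01e-10) and by fry (adjusted p = 0.00124), and was not called when the correlation was estimated (adjusted p = 0.144). The aggrecan gene *acana* had a log2 fold change of −4.22 (edgeR adjusted p = 8.03e-06). Transcription factor genes fell less than *acana*, with SOX6 at −0.93, SOX5 at −0.85 and the SOX9 genes at −0.70 and −0.35. The last of these had an edgeR adjusted p of 0.242. Some matrix genes changed no more than these factors, among them COL11A1 at −0.68, *col11a1b* at −0.16 and *hapln1a* at 0.06. The collagen gene *col2a1a*, at −1.06, was not called (edgeR adjusted p = 0.159).

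**Figure D1:**
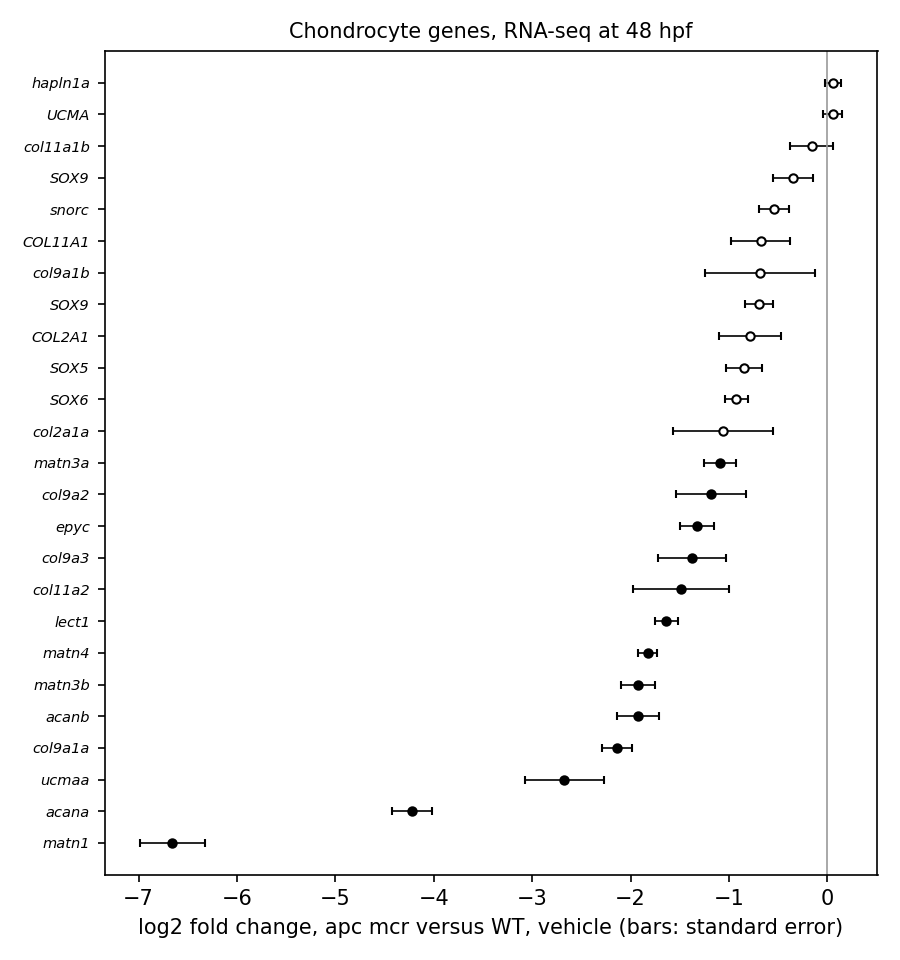
Log2 fold change of 25 chondrocyte genes in *apc mcr* mutant against WT larvae given vehicle at 48 hpf (horizontal axis; vertical axis, genes as named in the counts), with bars for the standard error. Filled points are the 13 genes called lower, from −1.09 for *matn3a* to −6.66 for *matn1*, and open points are genes not called.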

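Among cartilage-enriched genes at 48 hpf, *and2* (ENSDARG00000079302) had 9473 ± 1720.3 normalized counts (SD, n = 3) in mutant and 43569.7 ± 3518 (SD, n = 3) in WT larvae, a log2 fold change of −2.20 (standard error 0.14, edgeR adjusted p = 1.84e-05). *foxl1* (ENSDARG00000008133) followed at −1.92 (standard error 0.16, edgeR adjusted p = 6.03e-05). *tfap2b* and *loxl2b* were close to the 2-fold limit, at −1.07 (standard error 0.13) and −1.02 (standard error 0.07). Without mutant vehicle replicate 2, *loxl2b* came to −0.98 and was no longer called, and *tfap2b* was no longer called without mutant vehicle replicate 3 (−0.98) or WT vehicle replicate 2 (−0.98). *col11a2* (ENSDARG00000012422) varied more, with 1284 ± 1004 normalized counts (SD, n = 3) in mutant and 3607 ± 1284 (SD, n = 3) in WT larvae. Its log2 fold change of −1.49 (standard error 0.49) had an edgeR adjusted p of 0.0495, the groups overlapped, and its call did not hold with DESeq2 or without any one of 4 of the 6 libraries. All 5 were called lower, and 5 passed when adjusted over the list alone, a list chosen by the study on these libraries.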

The reduced expression at 48 hpf of genes enriched in cartilage, including *foxl1*, *loxl2b*, *and2*, *tfap2b*, and *col11a2* (Supplemental Table S1), is consistent with the loss of CNC-derived craniofacial cartilages in *apc^mcr^* mutant larvae.

### 3.3. Increased Expression of Complement c3 in apc^mcr/mcr^ Larvae

Mayor and colleagues showed that the complement C3 cleavage product C3a mediates the mutual attraction of CNC cells when they are migrating as a group and that the overexpression of C3a misdirects and impairs collective CNC cell migration. Consistent with the hypothesis that the CNC defect we observe could be due to disrupted CNC migration, we find the significantly elevated expression of *c3* genes in *apc^mcr^* larvae at 48 hpf (Figure 3D,E). 

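Of 8 *c3* genes in the counts, 6 were called higher in mutant larvae, and 6 passed when adjusted over the list alone, which the study chose on these libraries. The most abundant was *c3a.1* (ENSDARG00000012694), with 127989 ± 22311 normalized counts (SD, n = 3) in mutant and 43959.5 ± 2652 (SD, n = 3) in WT larvae. Its log2 fold change was 1.54 (standard error 0.13, edgeR adjusted p = 5.74e-05), and it reached at most 1.65 and stayed above 1 with each replicate left out in turn. *c3a.2* and *c3a.3* rose more, by 2.03 (standard error 0.38) and 2.53 (standard error 0.32) on the log2 scale, from 125 ± 61.4 and 910.2 ± 395 normalized counts (SD, n = 3) in WT larvae. *c3a.6* had a log2 fold change of 1.37 (standard error 0.15, edgeR adjusted p = 0.000311). For *c3a.5*, with raw counts of 35 to 89 in mutant libraries, the value was 1.34 (standard error 0.36, edgeR adjusted p = 0.0231), and the call was lost without any one of 4 of the 6 libraries. Another gene, named C3 (1 of many) in the counts (ENSDARG00000093198), had 478 ± 115 normalized counts (SD, n = 3) in mutant and 137 ± 16.2 (SD, n = 3) in WT larvae, a log2 fold change of 1.80 (standard error 0.20). The *c3b* genes were not called, with log2 fold changes of 0.00 for *c3b.1* (standard error 0.14) and 0.03 for *c3b.2* (standard error 0.12), and both fell below 0 with upper-quartile scaling, at −0.06 and −0.03. Summed over the 8 genes, which removes any exchange of reads between them, normalized counts were 149515 ± 26149.7 (SD, n = 3) in mutant and 53752 ± 3263 (SD, n = 3) in WT larvae, 2.78-fold higher in the mutant. *c3a.1* made up 85.6% of the sum in mutant larvae. The paper recalls that an excess of C3a misdirects CNC cells, and it sets the raised *c3* expression at 48 hpf (Figure 3D,E) beside its hypothesis that disrupted CNC migration could account for the CNC defect.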

While Carmona-Fontaine et al. examined CNC migration at an earlier stage following delamination [11], it is likely that C3a is also required for collective CNC cell migration at later stages and thus elevated *c3* expression at later stages may also interfere with CNC migration into the head. Gene set enrichment analysis (GSEA [41]) identified the upregulation of additional genes associated with the complement pathway and EMT (Figure 3F), as well as c-Myc, Wnt/β-catenin, and mTORC1 signaling pathways, as expected with an *apc* loss of function mutation (Supplemental Table S3).

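The complement pathway and EMT were examined with separate gene lists, since GSEA was not repeated. Of 34 complement genes tested, including the *c3* genes, 15 were called higher and 4 lower in mutant larvae. Without a fold minimum, 20 were higher and 4 lower at an adjusted p under 0.05, and 24 passed when adjusted over the list alone. The median log2 fold change was 0.81, and the set was higher by camera (adjusted p = 1.16e-05) and fry (adjusted p = 0.00124) but not with an estimated correlation (adjusted p = 0.144). Besides *c3*, *c1r* had a log2 fold change of 2.95 (edgeR adjusted p = 0.00247), *cfb* 1.68 (edgeR adjusted p = 2.03e-05), *c9* 1.13 (edgeR adjusted p = 9.17e-05) and *c4* 1.11 (edgeR adjusted p = 0.00417). The genes called lower were *hbl3* at −2.66, *cfd* at −1.66, *c1qb* at −1.19 and *c1qc* at −1.03. The EMT list changed in both directions, with 8 of 35 genes called higher and 4 called lower, and with 26 of them at an adjusted p under 0.05 both among all genes and adjusted over the list alone. Its median log2 fold change was 0.08. It was not called as a set by camera (adjusted p = 0.154), while fry, which asks a different question of the same genes, gave an adjusted p of 0.00222. Among EMT genes that rose were *mmp9* at 2.40 and *fn1b* at 2.35, and those that fell most were *viml* at −1.52 and LOX at −1.15. The E-cadherin gene *cdh1* was called higher, at 1.24 (standard error 0.07, edgeR adjusted p = 1.49e-05).

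**Figure D2:**
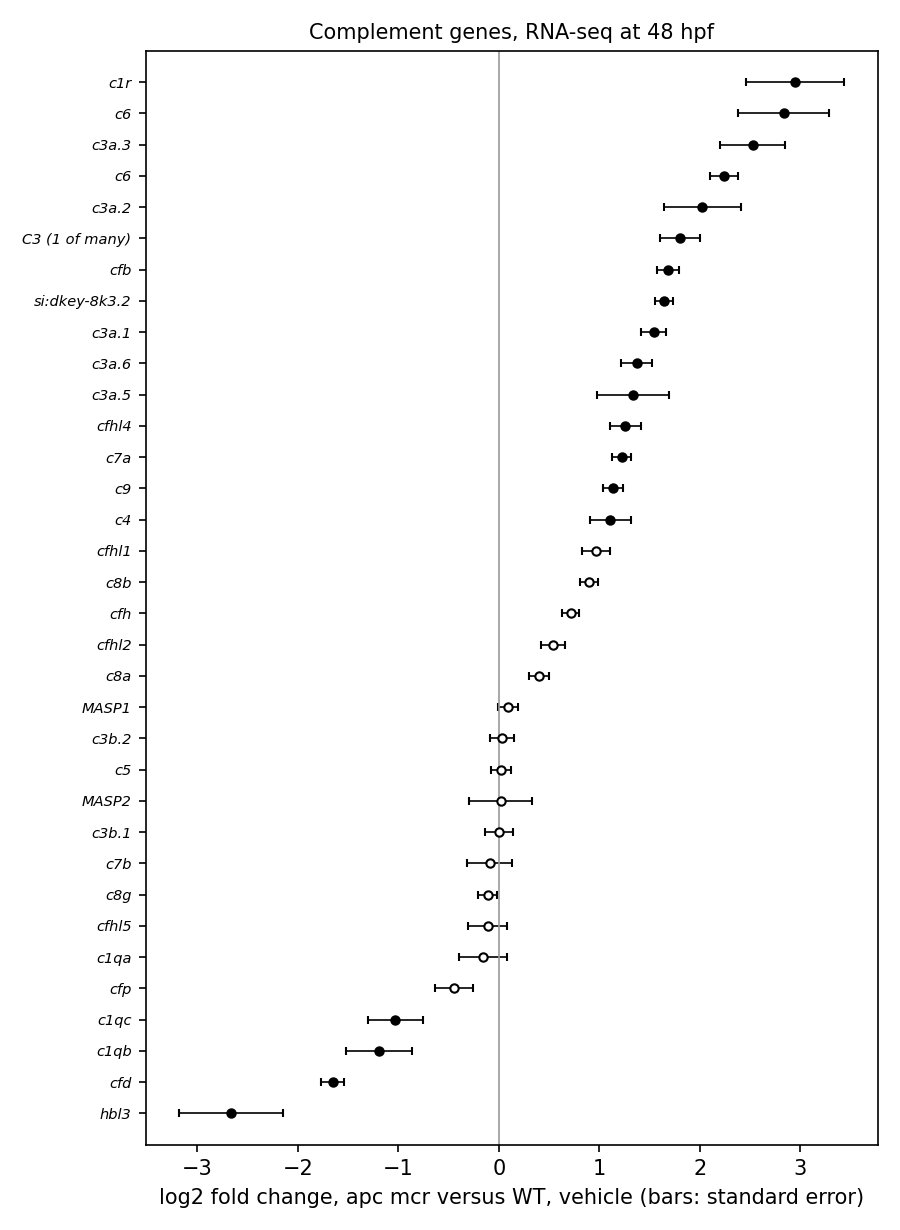
Log2 fold change of 34 complement genes in *apc mcr* mutant against WT larvae given vehicle at 48 hpf (horizontal axis; vertical axis, genes as named in the counts), with bars for the standard error. Filled points are called genes, 15 to the right of 0 with *c1r* at 2.95 and 4 to the left with *hbl3* at −2.66, and open points are genes not called.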

These findings are consistent with the hypothesis that the migration of CNC cells into the head is disrupted in *apc* mutants by the overexpression of *c3* genes. However, we also observe changes in the expression of other secreted factors that have been shown to function as CNC chemoattractants or repellents. For example, the expression of *stromal-derived Factor 1 (sdf1)/cxcl12*, which is expressed in pharyngeal endoderm [46] and is required for CNC migration into the head in zebrafish, *Xenopus*, and other organisms [16,46,47], is reduced 2.5-fold in *apc^mcr^* mutant larvae. In addition, multiple semaphorin family genes, axonal guidance molecules that can also instruct the direction of NC migration, show significantly altered expression in *apc^mcr^* larvae (Figure 3D). It should also be pointed out that the RNA-seq analysis was performed at 48 hpf, within the window of CNC differentiation, whereas CNC migration primarily occurs at earlier stages.

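Normalized counts of *cxcl12b* (ENSDARG00000055100) were 264 ± 86.1 (SD, n = 3) in mutant and 658 ± 41.7 (SD, n = 3) in WT larvae, 2.49-fold lower in the mutant. Its log2 fold change was −1.32 (standard error 0.22, edgeR adjusted p = 0.00276), and it stayed between −1.50 and −1.07 with each replicate left out in turn. Every mutant library had a lower raw count (162 to 312) than every WT library (630 to 713). The other *cxcl12* gene in the counts, named CXCL12 (ENSDARG00000037116), was more abundant, with 1828 ± 231 normalized counts (SD, n = 3) in mutant and 1449.5 ± 224 (SD, n = 3) in WT larvae. It had a log2 fold change of 0.33 (standard error 0.14, edgeR adjusted p = 0.100) and was not called.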

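The semaphorin genes of Figure 3D and *sema3fa* were tested together with the *cxcl12* genes, 12 genes in all, of which 5 were called lower and 0 higher in mutant larvae. Without a fold minimum, 3 were higher and 6 lower at an adjusted p under 0.05, and 11 passed when adjusted over the list alone, a list taken from the study. *sema4gb* (ENSDARG00000088143) had raw counts of only 14 to 15 in mutant and 35 to 60 in WT libraries, with a log2 fold change of −1.52 (standard error 0.35, edgeR adjusted p = 0.0118), and it was not called without WT vehicle replicate 1 (−1.22). *sema3h* was called at −1.13 (standard error 0.18, edgeR adjusted p = 0.00211). *sema3d*, at −1.08 (standard error 0.13), and *sema3b*, at −1.06 (standard error 0.12), were just past the 2-fold limit, and without mutant vehicle replicate 3 *sema3d* fell just short of the limit and *sema3b* came to −0.94, and neither was called. Under 2-fold, SEMA5A was lower at −0.86 (edgeR adjusted p = 0.00219), and *sema3ga*, at 0.91 (edgeR adjusted p = 0.000248), and the 2 SEMA4B genes, at 0.89 and 0.34, were higher. SEMA6D (ENSDARG00000011533) did not differ detectably, with 2360.0 ± 396 normalized counts (SD, n = 3) in mutant and 2409 ± 44.8 (SD, n = 3) in WT larvae (log2 fold change −0.03, edgeR adjusted p = 0.890).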

### 3.4. An Oncogenic apc Mutation Alters mRNA Splicing

APC enhances the activity of GSK-3, and therefore, GSK-3 activity is reduced by oncogenic *apc* mutations, including the *apc^mcr^* mutation in zebrafish [26,28]. The inhibition of GSK-3 reduces the phosphorylation of multiple splicing factors in diverse mammalian cell types and alters the splicing of hundreds of mRNAs in mammalian cells [35,48,49,50]. Germline mutations in splicing factors are associated with craniofacial defects in humans and mice [51,52]. As somatic mutations in splicing factors are also associated with multiple solid and hematologic malignancies [53,54], we hypothesized that the reduced GSK-3 activity associated with oncogenic *apc* mutations might also disrupt mRNA splicing. We therefore analyzed the above RNA-seq dataset for splicing changes in *apc^mcr^* mutant zebrafish using the MAJIQ pipeline [55]. For a fractional change in splicing (change in percent spliced in or ∆PSI) ≥0.20 with a probability >0.90, we identified 340 splicing variations in *apc^mcr^* larvae compared to wild-type larvae (Figure 4A, Supplemental Table S2). Alternative splicing events included exon skipping, alternative 5′ and alternative 3′ splice sites, and other splicing changes (Figure 4B). GO analysis identified splicing variations in mRNAs encoding regulators of cell adhesion, cell migration, cytoskeleton, and cell morphogenesis (Figure 4C).

We also observed the significantly altered splicing of the “a” allele of *semaphorin 3f* (*sema3fa*; Figure 4D,E), a secreted axonal guidance molecule that is required for CNC migration in mice and chickens [56,57]. Under control conditions, *sema3fa* mRNA predominantly includes exon 6 with less than 8% of transcripts alternatively spliced to skip this exon. In *apc^mcr^* mutants, 35.4% of transcripts skip exon 6, deleting a sequence within the highly conserved sema domain and generating a transcript predicted to encode a nonfunctional protein. Although we have not tested whether these changes have functional consequences, the data nevertheless make it clear that oncogenic mutations in *apc* can markedly alter the splicing of multiple mRNAs across the transcriptome, including mRNAs known to regulate CNC migration.

## 4. Discussion

NC comprises a unique and complex set of multipotent cells that undergo induction, migration, invasion, and differentiation into diverse cell types. Roberto Mayor and his colleagues have made seminal contributions to our understanding of NC induction and migration [1,7,8,9,10,11,12,13,14,15,16,17,18]. Their elucidation of collective cell movements during CNC migration and the role of C3 in mediating the co-attraction of migrating CNC cells suggests the hypothesis that the marked reduction in CNC cells in the head of *apc^mcr/mcr^* larvae could be due to elevated *c3* expression disrupting or misdirecting the migration of CNC cells that normally populate the first and second pharyngeal arches. However, we also observe robust changes in the expression of other factors that guide CNC migration and that could contribute to the CNC defect in *apc^mcr^* zebrafish. Importantly, our data do not rule out the possibility that the defect is primarily due to a change in CNC cell fate specification, despite the normal expression of pan-NC markers *sox10* and *crestin*. Similarly, the reduced expression of *sdf1* raises the possibility that the defects in the mandibular and hyoid arches is caused by altered development of pharyngeal endoderm [46]. While future research will need to examine CNC cells during the migration phase of NC development, the morphological data reported here nevertheless define a novel and dramatic CNC phenotype caused by an *apc* loss of function mutation. Furthermore, our transcriptomic data suggest testable hypotheses for the role of secreted molecules, such as C3, Sdf1, and Sema3f, as downstream targets of APC in the regulation of CNC migration.

The striking absence of *gsc* expression in the mandibular and hyoid arches of *apc^mcr^* larvae is reminiscent of the human neurocristopathy SAMS (short stature, auditory-canal atresia, mandibular hypoplasia, and skeletal abnormalities) that has been associated with *GSC* mutations [58] and is consistent with knockout data in mice showing that *gsc* is required for craniofacial development [59,60].

In humans, *APC* is a classical tumor suppressor gene that is mutated in most cases of colorectal carcinomas. Although neoplasia associated with *APC* mutation is generally ascribed to the activation of canonical Wnt/β-catenin target genes, APC suppresses other downstream targets, and these are also activated by an *APC* loss of function mutations. As APC directly enhances GSK-3 activity, the loss of *APC* reduces GSK-3 activity and activates downstream effectors that are normally inhibited by GSK-3, such as mTORC1. Indeed, multiple *apc^mcr^* phenotypes are reversed by inhibiting mTORC1 [26]. Thus, the CNC/craniofacial defect we observe with *apc* loss may also arise through a GSK-3-dependent but β-catenin-independent mechanism. In support of this hypothesis, conditional KO of *Gsk3* in mice causes pronounced craniofacial defects independently of β-catenin [61].

GSK-3 phosphorylates multiple splicing factors and regulates mRNA splicing at a genome-wide level [35,48,49,50]. Thus, we predicted that loss of *apc* would also disrupt splicing by impairing GSK-3 activity. Indeed, the *apc^mcr/mcr^* mutation significantly alters the usage of 340 splicing variations. Alternatively spliced mRNAs included *sema3f*, which has previously been shown to mediate CNC migration [56] and other genes involved in cell migration. The broad disruption of alternative splicing in *apc^mcr^* mutants suggests a parallel with a group of disorders referred to as craniofacial spliceosomopathies [51,52,62]. Alternative splicing is tightly regulated spatially and temporally during craniofacial development in the mouse in a manner that correlates with the changes in the expression of RNA-binding proteins [62]. Furthermore, multiple human disorders in craniofacial development are associated with germline mutations in splicing factors, spliceosome assembly factors, and other RNA-binding proteins, including *PUF60*, *EFTUD2*, *SF3B4*, *SNRPB*, *SNRPA*, *EIF4A3*, *TXNL4A*, *RBM8A*, *HNRNPR*, *RBM10*, and *HRNNPH2* [51,52,62,63,64]. Thus, the defect in craniofacial development in *apc^mcr^* mutant zebrafish could similarly arise through the disruption of alternative splicing regulated by GSK-3. Future studies will address whether *apc*-dependent splicing variations are mediated through GSK-3 and whether the alternative splicing of *sema3f* alters CNC migration or otherwise contributes to the craniofacial phenotype in *apc^mcr^* mutants. We also suggest the hypothesis that alternative splicing caused by the *APC* loss of function could contribute to the malignant phenotypes associated with *APC*-related cancers.

NC migration has been frequently compared to the metastasis of epithelial cancers [6,17,18,20]. In both cases, the cells exit their initial locations through EMT mediated by the increased expression of *Snail* family transcription factors and the down-regulation of epithelial cell adhesion molecules, such as E-Cadherin. Upon delamination, CNC cells undergo collective cell migration, as described by Mayor’s group, in a manner that is similar to more recent observations in pancreatic, colorectal, and breast cancers, in which tumor cells undergo “partial EMT” (p-EMT) and then migrate collectively as cell clusters before invading their final destinations [65,66,67,68]. Similar to CNC, ovarian cancer cells secrete C3, which is induced in these cells by the EMT factor Twist1 and is expressed at the invasive edge of metastatic cells in vivo [69]. 

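In the RNA-seq counts of vehicle-treated larvae at 48 hpf, *twist1b* (ENSDARG00000076010) had 2841 ± 324 normalized counts (SD, n = 3) in mutant and 1281 ± 198 (SD, n = 3) in WT larvae (edgeR adjusted p = 0.000333). *twist1a* (ENSDARG00000030402) had 2328 ± 139 (SD, n = 3) in mutant and 1569.8 ± 91.1 (SD, n = 3) in WT larvae, a difference larger than the spread between replicates but under 2-fold. Of the related genes, *twist3* had a log2 fold change of 1.74 (edgeR adjusted p = 3.49e-05) and *twist2* of 0.34 (edgeR adjusted p = 0.0247).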

We observe the increased expression of *twist1* in the *apc^mcr^* mutant larvae, and this could also contribute to the increase in *c3a* expression. Thus, C3 could serve a similar function in APC-related cancers by maintaining the association of metastatic cells in transit.

## 5. Conclusions

In summary, we report that a truncating mutation in the tumor suppressor gene *apc* in zebrafish disrupts CNC-dependent craniofacial development. The deep sequencing of expressed RNAs reveals the increased expression of complement *c3* in *apc* mutant larvae. Based on the seminal work of Mayor and colleagues, showing that C3 overexpression impairs CNC migration, we propose the testable hypothesis that the overexpression of *c3* caused by the loss of *apc* disrupts or misdirects CNC migration into the head. However, the *apc^mcr^* mutation also alters the expression of other important mediators of CNC migration, including the reduced expression of *SDF1/CXCL12* and varied effects on multiple semaphorin family members. These changes in expression or altered cell fate not identified by sox10 or crestin expression analysis could alternatively be responsible for the marked craniofacial defects we observe in *apc^mcr^* larvae. Finally, we show that Apc significantly regulates the splicing of hundreds of mRNAs, including *sema3f*. We propose that this is through the direct modulation of GSK-3 activity and that disrupted splicing associated with *APC* loss of function mutations may contribute to craniofacial defects during zebrafish development as well as the pathogenesis of colon cancer in humans. These data provide a basis for future studies into the roles of APC, GSK-3, and mRNA splicing in cell migration and fate specification in normal development and in cancer metastasis.

## Figures and Tables

**Figure 1:**
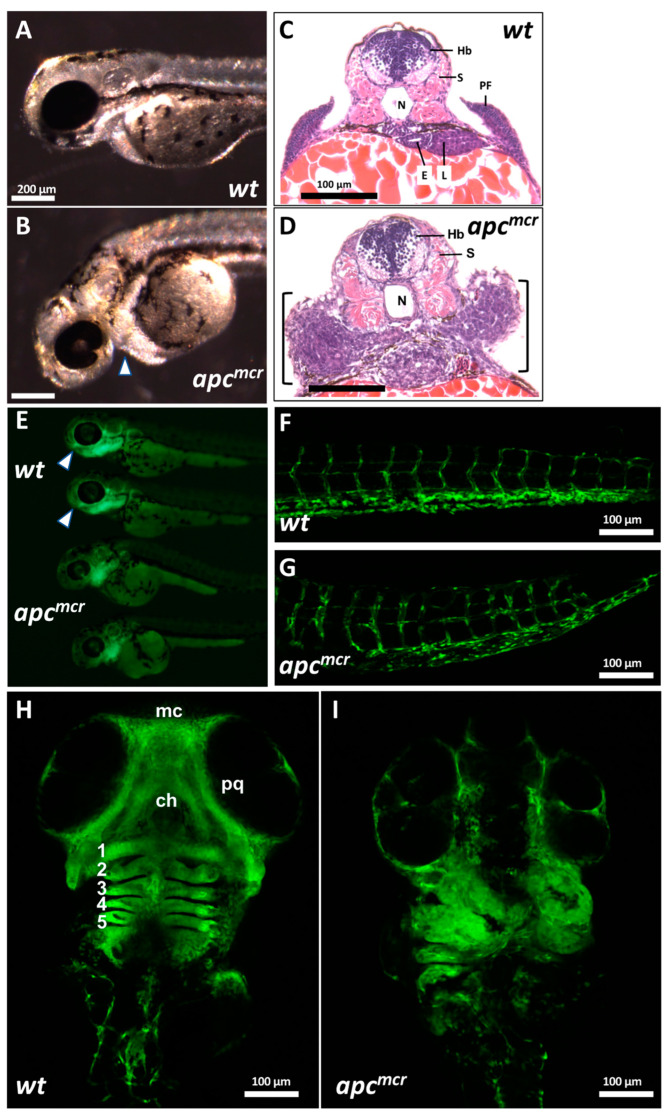
*apc* is required for the CNC contribution to craniofacial structures: (**A**) Wild-type (WT) and (**B**) *apc^mcr/mcr^* larvae at ~30 somites (50 hpf). Arrowhead indicates the accumulation of amorphous tissue anterior to the heart and yolk mass. Scale bars in (**A**,**B**) are 200 µm. (**C**,**D**) Hematoxylin-eosin staining of WT (**C**) and *apc^mcr/mcr^* (**D**) larvae sectioned at the level of the hindbrain. Hb: hindbrain; S: somite; N: notochord; E: esophagus; L: liver; PF: pectoral fin. Scale bars in (**C**,**D**) are 100 µm. (**E**) Fli1-GFP epifluorescence of WT (top two larvae) and *apc^mcr/mcr^* larvae (lower two larvae; 30-somite stage). Arrowheads for WT larvae indicate anterior extent of GFP^+^ cells in the head, which is reduced or absent in mutants. (**F**,**G**) Confocal image of WT; *Fli1-GFP* (**F**) and *apc^mcr/mcr^*; *Fli1-GFP* (**G**) larvae at 60 hpf, showing the vascular endothelium of trunk. (**H**,**I**) Confocal image of Fli1-GFP in WT (**H**) and *apc^mcr/mcr^* (**I**) larvae at 60 hpf, showing CNC and vascular endothelium in branchial arches and head. mc: Meckel’s cartilage; pq: palatoquadrate cartilage; ch: ceratohyal cartilage. Numbers indicate gill arches 1–5.

**Figure 2:**
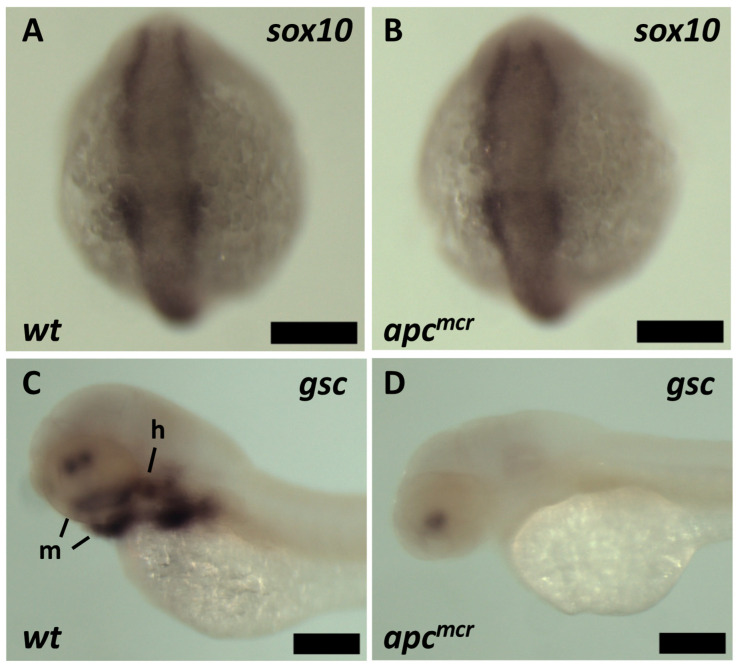
Expression of early and late neural crest markers by in situ hybridization: (**A**,**B**) Similar *sox10* expression at neural plate border in WT (**A**) and *apc^mcr/mcr^* (**B**) embryos at 12 hpf. Genotypes in (**A**) (*n* = 30 WT or *apc^mcr/+^*) and (**B**) (*n* = 7 *apc^mcr/mcr^*) were defined by genomic PCR on individual larvae. (**C**,**D**) In WT embryos at 55 hpf (**C**), *gsc* is expressed in the mandibular (m, including Meckel’s cartilage), hyoid (h), and more posterior branchial arches, as well as two symmetric anterior domains, as described previously [44]. In *apc^mcr/mcr^* larvae (**D**), *gsc* is undetectable in the mandibular and hyoid arches. (For WT, *n* = 15, and for *apc^mcr/mcr^*, *n* = 7, based on morphological phenotype). All scale bars are 200 µm.

**Figure 3:**
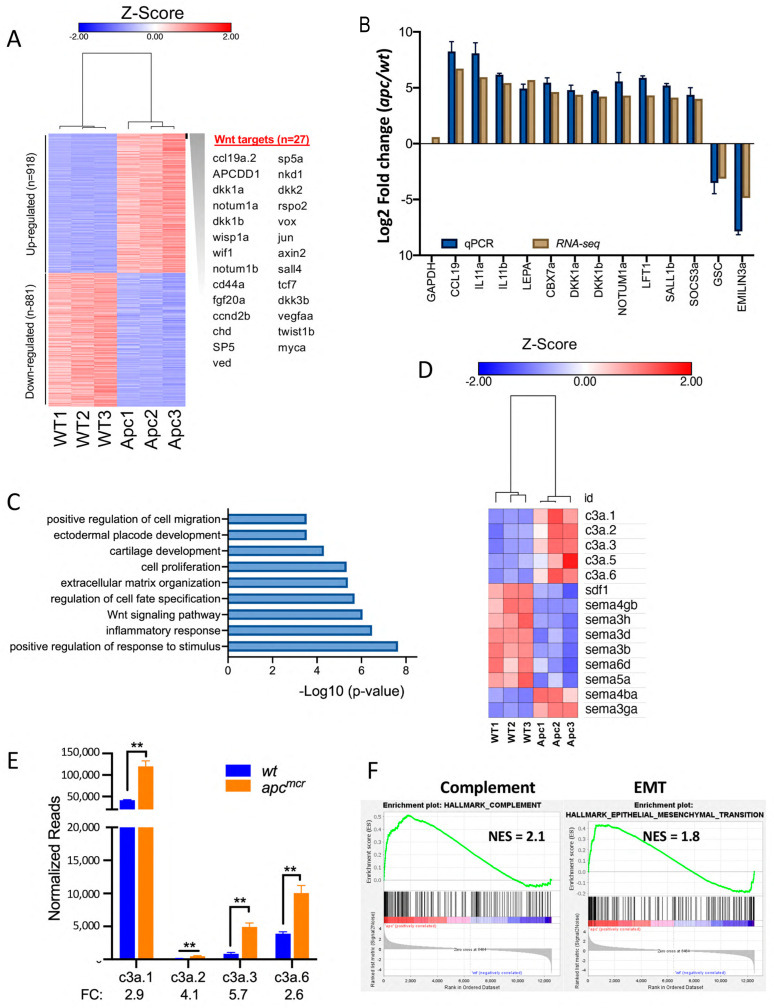
Transcriptomic analysis of *apc* loss of function larvae: (**A**) Heat map showing differential gene expression in WT versus *apc^mcr/mcr^* larvae at 48 hpf. To the right is a list of a upregulated genes known to be induced by Wnt/β-catenin activation [45], including multiple Wnt-induced pathway antagonists. (**B**) RT-qPCR was used to validate changes in expression from RNA-seq data for the indicated mRNAs. GAPDH was used as an input control for RT-qPCR. Error bars show standard error. (**C**) GO analysis (Metascape [37]) shows the differential expression of genes associated with the indicated terms in *apc^mcr^* mutants. (**D**) Heat map showing the differential expression of mRNAs encoding secreted molecules that regulate neural crest migration and axon guidance. In zebrafish, Complement *c3* is encoded by “a” and “b” alleles and the *c3a* alleles were duplicated to six copies, *c3a.1–c3a.6*. The “*c3a*.x” designation for these duplicated genes should be distinguished from the more common designation of the polypeptide “C3a”, the extracellular chemoattractant derived via the proteolytic processing of C3 protein that mediates the co-attraction of CNC cells [11]. The heat map also shows the reduced expression of *SDF1/CXCL12* and the differential expression of multiple semaphorins. (**E**) The abundance of *c3a.1*, *c3a.2*, *c3a.3,* and *c3a.6* genes in WT and *apc^mcr^* larvae at 48 hpf was based on mean normalized read counts from three independent replicates from RNA-seq data. c3a.5 was excluded because mean read counts were <100 and c3a.4 was not detected. Fold change in expression for *apc^mcr^*/WT is shown below graph. Relative change in expression was confirmed for c3a.1 and c3a.6 by RT-qPCR (not shown). Error bars show standard error. ** indicates *p* < 0.01 (Student’s *t*-test). (**F**) GSEA analysis [41] for *apc^mcr^*/WT zebrafish identifies parallels with the complement pathway and EMT, as well as c-Myc, canonical Wnt signaling, mTORC1 activation, and inflammatory signaling pathways (Supplemental Table S3).

**Figure 4:**
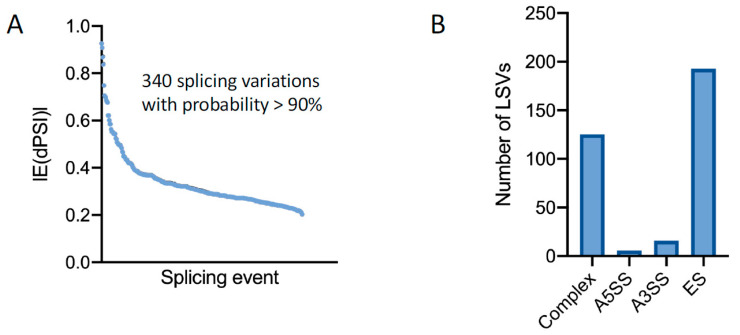

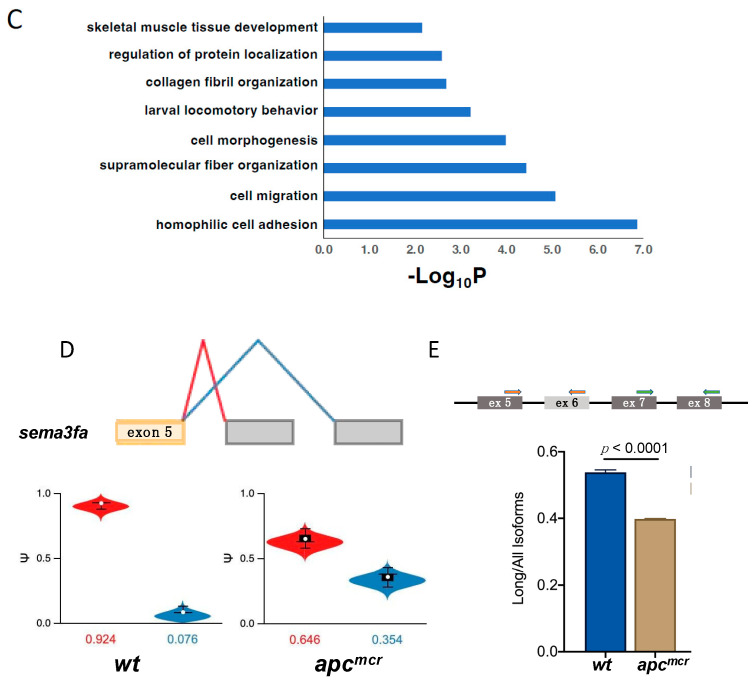
Oncogenic mutations in *apc* cause widespread splice variations including mRNAs encoding regulators of cell migration: (**A**) The MAJIQ analysis of splicing variations, represented as changes in fractions spliced in (dPSI) for each splicing event filtered for dPSI ≥ 0.20 with a probability >0.90, identified 340 splicing variations in *apc^mcr^* larvae. (**B**) The frequency of local splice variants, including exon skipping (ES), alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), and complex splice variants. (**C**) The GO analysis of alternative spliced genes. (**D**) Voila output showing alternative splicing of *sema3f* (“a” allele). Red line indicates splicing from exon 5 to exon 6 and blue line indicates splicing from exon 5 to exon 7. Violin plots show the frequency of each splice form in WT (**left**) and *apc^mcr^* mutants (**right**) at 48 hpf. (**E**). Diagram showing unspliced, nascent mRNA from exon 5–exon 8. Orange arrows indicate PCR primers for “long” splice form that includes exon 6; green arrows show the primer pair for constitutively spliced exons 7 and 8, used to measure all mRNA isoforms. Histogram shows relative abundance based on RT-qPCR for the “long” splice form containing exon 6 in WT and *apc^mcr^* mutant larvae at 48 hpf. *p* < 0.0001 (Student’s paired *t*-test, *n* = 3 replicates).

**Table 1:** Primers for reverse transcription-quantitative PCR (RT-qPCR).

RT-qPCR	Forward	Reverse
CCL19	CCCCATTGCAGCTACTGTATTC	AGGTGTTTTTCTCTGGTGGGG
IL-11a	CCGGTTCAAGTCTCTTCCAG	AGGTTTGCATGGAGCTGAGA
IL-11b	CATCTTATCCAAGCTATCATCCAG	GATCTCGGGTGCTGTCTGTC
LEPA	GGAACACATTGACGGGCAAA	ATGGGTTTGTCAGCGGGAAT
CBX7a	TGCGGTGGAGTCAATAACGAA	CAGGTGCTGTACTTAGGCGA
DKK1a	GTGGAGTTTGTCTGTCGTGC	AAGCTGACACACACCGTTGA
DKK1b	CACCGCAGCAGCCTTTAATC	CGCGAGACTGGAAGCAAAAC
NOTUM1a	CACCTGTAACGACGGGACTC	CCAGCCGCCCTCAAGAAATA
LFT1	ACGCACGAGTGAGCATCTAC	CGTGAATGGGAATCAACCTGG
SALL1b	CTTCAGGGAGATAACCCGGC	CCATCGTATGATCGAGGAGAACA
SOCS3a	AAGCAGGGAAGACAAGAGCC	AGAGCTGGTCAAAAGAGCCTAT
GSC	CCTACAGGTTATGACAGCGCC	GACAAGGTGCCCACGTTCAT
EMILIN3a	GGCACAAGAACCACTGTGCAT	CCAAGCACACTTCATTGCCT
GAPDH	GTGGAGTCTACTGGTGTCTTC	GTGCAGGAGGCATTGCTTACA
C3A.1	GACGCCCAACTTGAAACCAC	GCAACCTCAGGGATGGCATA
C3A.6	ACCAGGAATGCCCTTCAGTG	ACCTTTGACTCCTCCGGGAT
RT-qPCR for splice forms:		
SEMA3fa_ALL	ACTCAACAGCGTCTCAGCTT	TACTGGTCGGTCCTCATTGC
SEMA3fa_Long splice form	ACAACCCCATCTGCACCTATG	TCTGGTGAGGCACTAGGGT

## Data Availability

RNA-seq data were deposited in the NCBI Gene Expression Omnibus [70] and are accessible through GEO Series accession number GSE234986. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234986).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jdb11030029/s1, Supplemental Table S1: RNA-seq apc vs. wt; Supplemental Table S2: splicing analysis; Supplemental Table S3: GSEA.

## References

[1] Aybar M.J., Mayor R. (2002). Early induction of neural crest cells: Lessons learned from frog, fish and chick. Curr. Opin. Genet. Dev..

[2] Jain R., Rentschler S., Epstein J.A. (2010). Notch and cardiac outflow tract development. Ann. N. Y. Acad. Sci..

[3] LaBonne C., Bronner-Fraser M. (2000). Snail-related transcriptional repressors are required in Xenopus for both the induction of the neural crest and its subsequent migration. Dev. Biol..

[4] Mayor R., Theveneau E. (2013). The neural crest. Development.

[5] Shellard A., Mayor R. (2016). Chemotaxis during neural crest migration. Semin. Cell Dev. Biol..

[6] Klymkowsky M.W., Rossi C.C., Artinger K.B. (2010). Mechanisms driving neural crest induction and migration in the zebrafish and Xenopus laevis. Cell Adh. Migr..

[7] Bajanca F., Gouignard N., Colle C., Parsons M., Mayor R., Theveneau E. (2019). In vivo topology converts competition for cell-matrix adhesion into directional migration. Nat. Commun..

[8] Barriga E.H., Franze K., Charras G., Mayor R. (2018). Tissue stiffening coordinates morphogenesis by triggering collective cell migration in vivo. Nature.

[9] Canales Coutino B., Mayor R. (2021). The mechanosensitive channel Piezo1 cooperates with semaphorins to control neural crest migration. Development.

[10] Carmona-Fontaine C., Matthews H.K., Kuriyama S., Moreno M., Dunn G.A., Parsons M., Stern C.D., Mayor R. (2008). Contact inhibition of locomotion in vivo controls neural crest directional migration. Nature.

[11] Carmona-Fontaine C., Theveneau E., Tzekou A., Tada M., Woods M., Page K.M., Parsons M., Lambris J.D., Mayor R. (2011). Complement fragment C3a controls mutual cell attraction during collective cell migration. Dev. Cell.

[12] Mancilla A., Mayor R. (1996). Neural crest formation in Xenopus laevis: Mechanisms of Xslug induction. Dev. Biol..

[13] Rabadan M.A., Herrera A., Fanlo L., Usieto S., Carmona-Fontaine C., Barriga E.H., Mayor R., Pons S., Marti E. (2016). Delamination of neural crest cells requires transient and reversible Wnt inhibition mediated by Dact1/2. Development.

[14] Shellard A., Mayor R. (2021). Collective durotaxis along a self-generated stiffness gradient in vivo. Nature.

[15] Shellard A., Szabo A., Trepat X., Mayor R. (2018). Supracellular contraction at the rear of neural crest cell groups drives collective chemotaxis. Science.

[16] Theveneau E., Marchant L., Kuriyama S., Gull M., Moepps B., Parsons M., Mayor R. (2010). Collective chemotaxis requires contact-dependent cell polarity. Dev. Cell.

[17] Szabo A., Mayor R. (2018). Mechanisms of Neural Crest Migration. Annu. Rev. Genet..

[18] Theveneau E., Mayor R. (2012). Neural crest delamination and migration: From epithelium-to-mesenchyme transition to collective cell migration. Dev. Biol..

[19] Theveneau E., Duband J.L., Altabef M. (2007). Ets-1 confers cranial features on neural crest delamination. PLoS ONE.

[20] Nieto M.A. (2013). Epithelial plasticity: A common theme in embryonic and cancer cells. Science.

[21] Abercrombie M., Heaysman J.E. (1953). Observations on the social behaviour of cells in tissue culture. I. Speed of movement of chick heart fibroblasts in relation to their mutual contacts. Exp. Cell Res..

[22] Ji Y., Hao H., Reynolds K., McMahon M., Zhou C.J. (2019). Wnt Signaling in Neural Crest Ontogenesis and Oncogenesis. Cells.

[23] Hutchins E.J., Bronner M.E. (2018). Draxin acts as a molecular rheostat of canonical Wnt signaling to control cranial neural crest EMT. J. Cell Biol..

[24] Maj E., Kunneke L., Loresch E., Grund A., Melchert J., Pieler T., Aspelmeier T., Borchers A. (2016). Controlled levels of canonical Wnt signaling are required for neural crest migration. Dev. Biol..

[25] Shull L.C., Lencer E.S., Kim H.M., Goyama S., Kurokawa M., Costello J.C., Jones K., Artinger K.B. (2022). PRDM paralogs antagonistically balance Wnt/beta-catenin activity during craniofacial chondrocyte differentiation. Development.

[26] Valvezan A.J., Huang J., Lengner C.J., Pack M., Klein P.S. (2014). Oncogenic mutations in adenomatous polyposis coli (Apc) activate mechanistic target of rapamycin complex 1 (mTORC1) in mice and zebrafish. Dis. Model. Mech..

[27] Valvezan A.J., Klein P.S. (2012). GSK-3 and Wnt Signaling in Neurogenesis and Bipolar Disorder. Front. Mol. Neurosci..

[28] Valvezan A.J., Zhang F., Diehl J.A., Klein P.S. (2012). Adenomatous polyposis coli (APC) regulates multiple signaling pathways by enhancing glycogen synthase kinase-3 (GSK-3) activity. J. Biol. Chem..

[29] Ji L., Lu B., Wang Z., Yang Z., Reece-Hoyes J., Russ C., Xu W., Cong F. (2018). Identification of ICAT as an APC Inhibitor, Revealing Wnt-Dependent Inhibition of APC-Axin Interaction. Mol. Cell.

[30] Tran H., Polakis P. (2012). Reversible modification of adenomatous polyposis coli (APC) with K63-linked polyubiquitin regulates the assembly and activity of the beta-catenin destruction complex. J. Biol. Chem..

[31] Hurlstone A.F., Haramis A.P., Wienholds E., Begthel H., Korving J., Van Eeden F., Cuppen E., Zivkovic D., Plasterk R.H., Clevers H. (2003). The Wnt/beta-catenin pathway regulates cardiac valve formation. Nature.

[32] Goessling W., North T.E., Lord A.M., Ceol C., Lee S., Weidinger G., Bourque C., Strijbosch R., Haramis A.P., Puder M. (2008). APC mutant zebrafish uncover a changing temporal requirement for wnt signaling in liver development. Dev. Biol..

[33] Westerfield M. (1993). The Zebrafish Book a Guide for the Laboratory Use of Zebrafish Danio (Brachydanio) Rerio.

[34] Thisse C., Thisse B. (2008). High-resolution in situ hybridization to whole-mount zebrafish embryos. Nat. Protoc..

[35] Shinde M.Y., Sidoli S., Kulej K., Mallory M.J., Radens C.M., Reicherter A.L., Myers R.L., Barash Y., Lynch K.W., Garcia B.A. (2017). Phosphoproteomics reveals that glycogen synthase kinase-3 phosphorylates multiple splicing factors and is associated with alternative splicing. J. Biol. Chem..

[36] Nguyen-McCarty M., Klein P.S. (2017). Autophagy is a signature of a signaling network that maintains hematopoietic stem cells. PLoS ONE.

[37] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O., Benner C., Chanda S.K. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[38] Durinck S., Spellman P.T., Birney E., Huber W. (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc..

[39] Cunningham F., Allen J.E., Allen J., Alvarez-Jarreta J., Amode M.R., Armean I.M., Austine-Orimoloye O., Azov A.G., Barnes I., Bennett R. (2022). Ensembl 2022. Nucleic Acids Res..

[40] Durinck S., Moreau Y., Kasprzyk A., Davis S., De Moor B., Brazma A., Huber W. (2005). BioMart and Bioconductor: A powerful link between biological databases and microarray data analysis. Bioinformatics.

[41] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[42] Mootha V.K., Lindgren C.M., Eriksson K.F., Subramanian A., Sihag S., Lehar J., Puigserver P., Carlsson E., Ridderstrale M., Laurila E. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[43] Lawson N.D., Weinstein B.M. (2002). In vivo imaging of embryonic vascular development using transgenic zebrafish. Dev. Biol..

[44] Schulte-Merker S., Hammerschmidt M., Beuchle D., Cho K.W., De Robertis E.M., Nusslein-Volhard C. (1994). Expression of zebrafish goosecoid and no tail gene products in wild-type and mutant no tail embryos. Development.

[45] Nusse R. (1999). The Wnt Gene Homepage. http://www.stanford.edu/~rnusse/wntwindow.html.

[46] Olesnicky Killian E.C., Birkholz D.A., Artinger K.B. (2009). A role for chemokine signaling in neural crest cell migration and craniofacial development. Dev. Biol..

[47] Belmadani A., Tran P.B., Ren D., Assimacopoulos S., Grove E.A., Miller R.J. (2005). The chemokine stromal cell-derived factor-1 regulates the migration of sensory neuron progenitors. J. Neurosci..

[48] Heyd F., Lynch K.W. (2010). Phosphorylation-dependent regulation of PSF by GSK3 controls CD45 alternative splicing. Mol. Cell.

[49] Hernandez F., Perez M., Lucas J.J., Mata A.M., Bhat R., Avila J. (2004). Glycogen synthase kinase-3 plays a crucial role in tau exon 10 splicing and intranuclear distribution of SC35. Implications for Alzheimer’s disease. J. Biol. Chem..

[50] Wang S.B., Venkatraman V., Crowgey E.L., Liu T., Fu Z., Holewinski R., Ranek M., Kass D.A., O’Rourke B., Van Eyk J.E. (2018). Protein S-Nitrosylation Controls Glycogen Synthase Kinase 3beta Function Independent of Its Phosphorylation State. Circ. Res..

[51] Beauchamp M.C., Alam S.S., Kumar S., Jerome-Majewska L.A. (2020). Spliceosomopathies and neurocristopathies: Two sides of the same coin?. Dev. Dyn..

[52] Griffin C., Saint-Jeannet J.P. (2020). Spliceosomopathies: Diseases and mechanisms. Dev. Dyn..

[53] Kandoth C., McLellan M.D., Vandin F., Ye K., Niu B., Lu C., Xie M., Zhang Q., McMichael J.F., Wyczalkowski M.A. (2013). Mutational landscape and significance across 12 major cancer types. Nature.

[54] Cherry S., Lynch K.W. (2020). Alternative splicing and cancer: Insights, opportunities, and challenges from an expanding view of the transcriptome. Genes Dev..

[55] Vaquero-Garcia J., Barrera A., Gazzara M.R., Gonzalez-Vallinas J., Lahens N.F., Hogenesch J.B., Lynch K.W., Barash Y. (2016). A new view of transcriptome complexity and regulation through the lens of local splicing variations. Elife.

[56] Gammill L.S., Gonzalez C., Bronner-Fraser M. (2007). Neuropilin 2/semaphorin 3F signaling is essential for cranial neural crest migration and trigeminal ganglion condensation. Dev. Neurobiol..

[57] Osborne N.J., Begbie J., Chilton J.K., Schmidt H., Eickholt B.J. (2005). Semaphorin/neuropilin signaling influences the positioning of migratory neural crest cells within the hindbrain region of the chick. Dev. Dyn..

[58] Parry D.A., Logan C.V., Stegmann A.P., Abdelhamed Z.A., Calder A., Khan S., Bonthron D.T., Clowes V., Sheridan E., Ghali N. (2013). SAMS, a syndrome of short stature, auditory-canal atresia, mandibular hypoplasia, and skeletal abnormalities is a unique neurocristopathy caused by mutations in Goosecoid. Am. J. Hum. Genet..

[59] Rivera-Perez J.A., Mallo M., Gendron-Maguire M., Gridley T., Behringer R.R. (1995). Goosecoid is not an essential component of the mouse gastrula organizer but is required for craniofacial and rib development. Development.

[60] Yamada G., Mansouri A., Torres M., Stuart E.T., Blum M., Schultz M., De Robertis E.M., Gruss P. (1995). Targeted mutation of the murine goosecoid gene results in craniofacial defects and neonatal death. Development.

[61] Gonzalez Malagon S.G., Lopez Munoz A.M., Doro D., Bolger T.G., Poon E., Tucker E.R., Adel Al-Lami H., Krause M., Phiel C.J., Chesler L. (2018). Glycogen synthase kinase 3 controls migration of the neural crest lineage in mouse and Xenopus. Nat. Commun..

[62] Hooper J.E., Jones K.L., Smith F.J., Williams T., Li H. (2020). An Alternative Splicing Program for Mouse Craniofacial Development. Front. Physiol..

[63] Bain J.M., Cho M.T., Telegrafi A., Wilson A., Brooks S., Botti C., Gowans G., Autullo L.A., Krishnamurthy V., Willing M.C. (2016). Variants in HNRNPH2 on the X Chromosome Are Associated with a Neurodevelopmental Disorder in Females. Am. J. Hum. Genet..

[64] Marques F., Tenney J., Duran I., Martin J., Nevarez L., Pogue R., Krakow D., Cohn D.H., Li B. (2016). Altered mRNA Splicing, Chondrocyte Gene Expression and Abnormal Skeletal Development due to SF3B4 Mutations in Rodriguez Acrofacial Dysostosis. PLoS Genet..

[65] Aiello N.M., Maddipati R., Norgard R.J., Balli D., Li J., Yuan S., Yamazoe T., Black T., Sahmoud A., Furth E.E. (2018). EMT Subtype Influences Epithelial Plasticity and Mode of Cell Migration. Dev. Cell.

[66] Cheung K.J., Ewald A.J. (2016). A collective route to metastasis: Seeding by tumor cell clusters. Science.

[67] Friedl P., Locker J., Sahai E., Segall J.E. (2012). Classifying collective cancer cell invasion. Nat. Cell Biol..

[68] Simeonov K.P., Byrns C.N., Clark M.L., Norgard R.J., Martin B., Stanger B.Z., Shendure J., McKenna A., Lengner C.J. (2021). Single-cell lineage tracing of metastatic cancer reveals selection of hybrid EMT states. Cancer Cell.

[69] Cho M.S., Rupaimoole R., Choi H.J., Noh K., Chen J., Hu Q., Sood A.K., Afshar-Kharghan V. (2016). Complement Component 3 Is Regulated by TWIST1 and Mediates Epithelial-Mesenchymal Transition. J. Immunol..

[70] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

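RNA-seq of zebrafish larvae at 48 hpf was analysed from the gene counts that the authors deposited. The counts cover 12 libraries, 3 for each of 4 groups: WT and *apc mcr* mutant larvae given vehicle (0.1% DMSO), and WT and mutant larvae given 100 nM rapamycin from 24 hpf. The WT group pools wild-type and heterozygous siblings, which were separated from homozygotes by morphology at 24 hpf. Each replicate was made from 20 embryos according to the sample labels. The paper states 20 embryos per genotype from 3 independent clutches. Every count column was assigned to its sample by name.

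The authors made poly-A selected, stranded libraries. The paper's methods name STAR with GRCz10 for mapping and do not name the tool for counting or for differential expression, and the name of the count table refers to salmon and tximport. The values are estimated counts per Ensembl gene, rounded to whole numbers by the authors and not scaled. Of 25902 genes, 486 had no count in any library. Gene names were taken from Supplemental Table S1 for 1778 genes, from Supplemental Table S2 for 204, and from a table of Ensembl gene names for 20959, and 2961 stayed without a name. Some names in that table are human symbols or drop the letter of a zebrafish paralog, and such genes are named here with their Ensembl identifiers where the name is shared.

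Total counts per library were 74395349 to 77680617 for WT vehicle (median 75217249), 69693340 to 77584080 for mutant vehicle (median 75689996), 51692772 to 79553529 for WT rapamycin (median 70265703) and 73243315 to 82364863 for mutant rapamycin (median 77161843). Precision is given by the SD between replicates and the standard error of the log2 fold change, and a fold against a group whose libraries all had 3 counts or fewer is given as a lower bound against that count. With all libraries no named gene needed a bound, and without WT vehicle replicate 2 there were 7 that did.

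Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization (factors 0.946 to 1.04 in the 6 vehicle libraries, 0.849 to 1.08 in all 12), filterByExpr with its minimum of 10 counts in the smallest group of 3 libraries, and quasi-likelihood tests with Benjamini-Hochberg adjustment. Standard errors are those implied by the test. Mutant and WT larvae given vehicle were compared on their 6 libraries, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. All 12 libraries in one model of 4 groups gave the same comparison in rapamycin with the same threshold. Rapamycin against vehicle in WT and in mutant larvae, and the interaction of genotype and rapamycin, were called at an adjusted p under 0.05 with no fold minimum. The slope of the log2 fold changes of mutant against WT larvae in rapamycin on those in vehicle was taken over the genes called in vehicle. It was compared with 20 simulated data sets without an interaction, which also had no replicate effect.

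Of 23 gene lists, those of Figure 3A, the text, the RT-qPCR genes, the *c3* genes and the guidance genes come from the study. The others were written for chondrocytes, pharyngeal arch neural crest, all neural crest, pigment cells, liver, myeloid cells, erythrocytes, muscle, endothelium, complement, EMT, Wnt feedback, acute-phase proteins, sterol synthesis, the amino acid stress response of ATF4 and ribosome biogenesis. Lists were tested with limma 3.58.1 by camera with a preset correlation of 0.01, and by fry and by camera with an estimated correlation as alternatives, with Benjamini-Hochberg adjustment over the lists of a comparison. Genes of Supplemental Table S2 were compared with other genes by Fisher's exact test, two-sided, with the genes tested as background. The lists, comparisons, thresholds and most alternatives were chosen before the data were examined. Genes named in the text are those that the paper names, *apc*, members of the lists, and in each comparison the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 100 counts per library and separate groups. Named outside this rule, after their values were seen, were 4 genes called with DESeq2 in the rapamycin comparisons and ENSDARG00000089382.

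The alternatives were DESeq2 1.42.0, RLE and upper-quartile size factors, no filter, at least 10 counts in every library compared, a replicate block, all 12 libraries in one model, a test against a 2-fold change (glmTreat), no fold minimum, and each library left out in turn. Since the larvae came from 3 independent clutches and replicate numbers run from 1 to 3 in all groups, it was checked whether libraries with the same number were more alike. After subtraction of group means, the mean correlation over genes of the 18 pairs of libraries with the same number was 0.282 (lowest 0.139), and that of the 36 pairs with different numbers was −0.140 (highest −0.00266). Genes are not independent replicates in such a correlation.

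The procedure was tested on simulated data. With 6 libraries, 71.2% of genes changed 2-fold were found at an adjusted p under 0.05, 83.2% of those above 1 CPM, with 10 false calls. At 4-fold the shares were 94.9% and 98.8%. With 12 libraries and their larger spread, 37.9% of genes changed 2-fold by rapamycin were found in WT larvae and 46.7% in mutant larvae. None of the 23 unchanged lists was called and the raised list was. Genes were simulated independently, so this does not test how often camera calls unchanged lists of correlated genes.

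Figures were drawn with matplotlib 3.10.9. In situ hybridization, RT-qPCR, GO analysis, GSEA with the Hallmark sets and splicing measurements per sample were not analysed here. Single results for some list genes are not reported here.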

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

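Of the tests in this part, those of rapamycin-sensitive signalling and the replicate block without WT rapamycin replicate 3 were chosen only after the results they measure had been seen.

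The paper does not report on the 6 rapamycin libraries. In them, 1746 of 22841 genes were called between mutant and WT larvae, 878 higher and 868 lower. Over all genes tested, the groups were separate for 29.1%, where chance separates 10%. Among 1610 genes called in vehicle in the same model, 1276 were also called in rapamycin, 1275 of them in the same direction. The slope of the log2 fold changes in rapamycin on those in vehicle was 0.938 over 1610 genes, and 0.929, 1.07 and 0.816 for the replicates taken singly (SD 0.129). Simulated data without an interaction gave slopes from 0.846 to 0.881, all under the observed one. Their libraries were drawn independently, without the likeness of libraries with the same replicate number, and with the larger spread of the 12 libraries. The simulation therefore cannot decide whether the observed slope differs from that without an interaction. In 1 of the 10 splits of these 6 libraries into 3 and 3, the real one, were as many genes called, and every other split gave 0. With 10 splits the share cannot fall under 0.1, so chance is not excluded by the splits alone. Leaving out each library gave 1443 to 2166 calls, the highest without WT rapamycin replicate 3. No gene had an adjusted p under 0.05 for the interaction, with 364 genes at an unadjusted p under 0.05 where chance gives 1142. This count does not show that an interaction is absent, since it was 1028 without WT rapamycin replicate 3 and 1775 when that library was left out with the replicate block. Of 100 assignments of the treatments drawn from 200, the real one included, 88 gave as many genes at an unadjusted p under 0.05. Of the 1775 genes called on the 6 vehicle libraries alone, 1761 changed in the same direction in the rapamycin libraries, which are separate libraries with the same replicate numbers, and 1310 were called there in the model of 12 libraries. The effect of genotype was thus seen again in larvae given 100 nM rapamycin. That it persists while mTORC1 is inhibited stays a hypothesis, since the action of the drug is not shown. For rapamycin against vehicle, edgeR called no gene with all libraries. In WT larvae DESeq2 called 2 genes, and edgeR with the replicate block and without WT rapamycin replicate 3 called 27. In mutant larvae both called 0. Whether the called genes respond to mTORC1 inhibition was not tested.

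The ribosome biogenesis list, outside the genes the paper discusses, was higher in mutant larvae given vehicle, with a median log2 fold change of 0.60. All 19 genes were higher, 17 at an adjusted p under 0.05 and 19 adjusted over the list alone, but 0 reached 2-fold. Camera called the list (adjusted p = 5.14e-11) and so did fry (0.00124), while an estimated correlation did not (0.144). A shift from scaling is argued against, since the lowest median under TMM, RLE and upper-quartile scaling was 0.53 while that of all genes was at most 0.07 away from 0. The same list was higher in mutant larvae in rapamycin, with a median of 0.46. With all libraries, edgeR called no gene for rapamycin against vehicle in either genotype, and DESeq2 called 2, in WT larvae. The replicate block without WT rapamycin replicate 3 called 27 in WT larvae, and why it did so was not tested. Whether the drug acted on mTORC1 is thus not shown by these libraries. Signalling sensitive to rapamycin may still be the cause of the raised list. A difference in the cell types that make up the larvae was not tested for this list.

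The ATF4 list, genes of the amino acid stress response, had a median log2 fold change of 0.86 in vehicle, with 18 of 19 genes higher, 6 called, 15 at an adjusted p under 0.05 and 16 adjusted over the list alone. Camera and fry called it (adjusted p = 6.12e-10 and 0.00130) and an estimated correlation did not (0.144). The genes of serine synthesis *phgdh* and *psat1* were at 1.03 and 1.04. Under upper-quartile scaling the median was 0.80. In rapamycin the median was 1.02, which leaves signalling sensitive to rapamycin open for the reason given for ribosome biogenesis. A general stress of the mutant larvae could also raise these genes, and no measurement here separates it from a direct effect of *apc*.

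Muscle genes were lower in mutant larvae given vehicle, with a median log2 fold change of −0.29. All 16 were lower, 8 at an adjusted p under 0.05 (also 8 adjusted over the list alone) and 1 by 2-fold. The list was called by camera (adjusted p = 0.000280) and fry (0.00444) and not with an estimated correlation (0.284). The highest median under the scaling methods was −0.29, which argues against a scaling shift. The paper describes a bent axis in the mutant, and less muscle RNA per larva or a delay in development may underlie the change, neither of which was tested.

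Camera called from 3 to 12 lists in splits of the 6 WT libraries other than that by treatment, which called 1. Lists can thus be called without following the treatment. In mutant and WT larvae given vehicle, 2 of the 10 splits of the 6 libraries called as many lists as the real one, which called 12. The other split called 13 and parted all 3 same-numbered pairs, as the real one did. These vehicle splits cannot decide the question. Every split but the real one mixes the genotypes unequally and so keeps part of their difference. A camera call by itself is therefore weak evidence here, and the counts of single genes carry the results on lists.

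The chondrocyte list was lower in WT larvae given rapamycin than in WT larvae given vehicle, with a median log2 fold change of −0.27 and 5 of 25 genes higher (camera adjusted p = 0.0243). Neither fry (0.495) nor an estimated correlation (0.723) called it. For rapamycin versus vehicle, WT, the camera adjusted p was 0.148 without WT vehicle replicate 3 and 0.0817 without WT rapamycin replicate 1. The other 9 splits of the 6 WT libraries called from 3 to 12 lists where the real one called 1, so this call does not stand above chance. No gene of the list was called singly by edgeR with all libraries, as no gene was in this comparison.

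The interaction of genotype and rapamycin was positive for the chondrocyte list (median 0.26, 21 of 25 genes, camera adjusted p = 0.0323) and for the ATF4 list (median 0.20, 15 of 19 genes, camera adjusted p = 0.0126). With fry the adjusted p was 0.971 for both, and with an estimated correlation 0.873 for both. WT rapamycin replicate 3, the library farthest from the others, does not produce these calls, since without it the smaller adjusted p was 9.45e-08, for the ATF4 list, and that of the chondrocyte list was 0.0451. The ATF4 list was not called without WT vehicle replicate 1 (0.0547), mutant vehicle replicate 2 (0.275), WT rapamycin replicate 1 (0.0839), WT rapamycin replicate 2 (0.537), mutant rapamycin replicate 1 (0.0605) or mutant rapamycin replicate 3 (0.0547). The chondrocyte list was not called without WT vehicle replicate 3 (0.306), mutant vehicle replicate 1 (0.278), mutant vehicle replicate 3 (0.0692), WT rapamycin replicate 1 (0.0839) or mutant rapamycin replicate 2 (0.133). No biological explanation was tested.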

How the results depend on the processing

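Alternatives that were added after the data were seen are the replicate block without WT rapamycin replicate 3, upper-quartile scaling for the tests of lists and the removal of the counts of ENSDARG00000089382, and the rest were set in advance.

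Between mutant and WT larvae given vehicle, 1775 genes were called, and DESeq2, RLE scaling, upper-quartile scaling, no filter, the replicate block and all 12 libraries in one model gave 1610 to 1860 calls. There were 1554 with at least 10 counts per library, where fewer genes were tested (21086). Leaving out each library in turn gave 1523 to 1978. With upper-quartile scaling the median of all genes moved to −0.07 and the share of calls that were higher fell from 51.0% to 45.4%. Only the 2-fold limit itself changed the count by more than 1.5 times. Tested against a 2-fold change by glmTreat, 638 genes were called (400 higher, 238 lower), a stricter criterion by construction. Without a fold minimum there were 6333 (3305 higher, 3028 lower).

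In rapamycin, the comparison of mutant and WT larvae had 1746 calls, 1524 to 1865 with DESeq2, RLE scaling, upper-quartile scaling, no filter, at least 10 counts per library and the replicate block (1839), and 1443 to 2166 with each library left out in turn. It had 3972 with no fold minimum, and glmTreat was not run for this comparison. There were 2178 with the block and without WT rapamycin replicate 3, and 1754 without ENSDARG00000089382. For rapamycin against vehicle, 0 genes were called in WT larvae (1394 at an unadjusted p under 0.05) and 0 in mutant larvae (150). DESeq2 called 2 genes in WT larvae, both lower, ALDH1L2 at −0.49 (adjusted p = 0.000226) and FSTL5 at −0.57 (adjusted p = 0.0313), and 2 genes for the interaction, 1 higher, *ptprt* at 3.22 (adjusted p = 0.00706), and 1 lower, *si:dkey-26m3.2* (adjusted p = 0.00249), whose counts were 0 to 23. The replicate block with WT rapamycin replicate 3 left out called 27 genes in WT larvae, 22 higher and 5 lower, and none in mutant larvae or for the interaction, and the cause was not tested. With all libraries, the replicate block changed no call of these comparisons and gave 2404 genes in WT larvae, 249 in mutant larvae and 662 for the interaction at an unadjusted p under 0.05. Leaving out single libraries called no gene in the 3 comparisons, but the counts at an unadjusted p under 0.05 moved widely, from 756 without WT vehicle replicate 3 to 4020 without WT rapamycin replicate 2 for WT larvae, where chance gives 1142, and from 150 to 244 for mutant larvae. The 6 WT libraries alone gave 669 and the 6 mutant libraries alone 167. For the interaction the count went from 236 to 1033, and with the replicate block and without WT rapamycin replicate 3 it was 1775, above chance. The slope was 0.852 over all genes, 0.928 with the replicate block and 0.861 to 0.966 without single libraries, within the SD between replicates.

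Of 97 named genes, 58 kept their direction and side of the threshold in every alternative, 20 lost their call in at least 1, mostly under glmTreat, 12 gained one, mostly without the fold minimum, and 7 changed direction, none of which was called. With upper-quartile scaling *c3b.2* was at −0.0322 and *c3b.1* at −0.0618, and *c3b.1* was at −0.000752 with at least 10 counts per library and −0.0167 with the replicate block. Leaving out single libraries took *c3b.2* from −0.0773 to 0.15, *c3b.1* from −0.18 to 0.0950, MYC from −0.0473 to 0.0141, SEMA6D from −0.16 to 0.0888, the *nkd3* gene ENSDARG00000069984 from −0.0791 to 0.35, SOX10 from −0.39 to 0.0254 and *crestin* from −0.17 to 0.0721. The call of *col11a2* was lost with DESeq2 and without 4 of the single libraries, and that of *c3a.5* without 4 of them.

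Of 23 lists in vehicle, 5 stayed on the same side of the threshold throughout, 12 lost their camera call with an estimated correlation, and 6 were called only in an alternative. These were the EMT, acute-phase, pharyngeal arch, pigment and sterol lists, by fry alone, and the myeloid list, by camera with upper-quartile scaling, without WT vehicle replicate 1 and without mutant vehicle replicate 2. No called list changed direction. Medians of lists that camera did not call changed sign without single libraries, to 0.0183 for neural crest genes (WT vehicle replicate 2), 0.0250 for pigment genes (mutant vehicle replicate 1) and 0.0167 for acute-phase genes (mutant vehicle replicate 2). Camera with an estimated correlation called 0 lists in vehicle, against 12, and 7 in rapamycin, against 13. For rapamycin against vehicle in WT larvae, 1 list was called, 0 by fry, 0 with an estimated correlation and 0 to 8 without single libraries. In mutant larvae 0 were called, 3 with the replicate block and 0 to 6 without single libraries. For the interaction 2 were called, 0 by fry, 0 with an estimated correlation and 0 to 9 without single libraries, the most without WT rapamycin replicate 2. The replicate block changed no other call. The cause of these changes was not tested. The odds ratio of being called for genes of Supplemental Table S2 was 1.14 and became 1.52 without a fold minimum, where more genes count as changed. Depth limits the results on *sema4gb* and *c3a.5*, with fewer than 100 counts in every vehicle library, and the folds of cytokine genes whose WT counts are near 0.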

Differences from the paper's values

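No test in this part was chosen after a result had been seen. Of 74 named genes with a log2 fold change in Supplemental Table S1, 3 differed. For *sema4gb* the paper's value is −3.53 and the value here was −1.52, and none of the 15 alternatives set before the data were examined closed the gap (−1.65 to −1.22). The paper's value for *ccl19a.2* is 6.71 in Supplemental Table S1 and about 6.7 in Fig. 3B, read by eye, against 5.67 here. None of the 14 alternatives came within the limit. The lowest gave 5.08, and without WT vehicle replicate 2 the gene was at least 260.5-fold higher, a lower bound above the paper's fold. For *jac9* the paper's value is 6.49 against 5.76 here. Without mutant vehicle replicate 3 it was 6.06, within the limit, and the other alternatives were not, with 5.18 as the lowest and at least 229-fold higher without WT vehicle replicate 2. Both *ccl19a.2* and *jac9* have WT counts near 0.

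The paper names *c-myc*, *nkd1–3*, *en2* and *twist1* among the genes that rose. Each name covers more than 1 zebrafish gene or copy, and *myca* (1.13), *nkd1* (2.18), an *nkd3* gene (1.07) and *twist1b* (1.15) were called higher here. MYC was unchanged at −0.01, 2 of the 3 tested *nkd3* genes were not called, and NKD2 (0.88), the EN2 genes (0.78 and 0.69) and *twist1a* (0.57) were higher but under 2-fold. NKD2, the EN2 genes and *twist1a* are called without the fold minimum and under no other alternative. The paper counts more Wnt targets as raised than the 27 genes listed in Figure 3A that were called here.

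Figure 3D shows SEMA6D as altered, and it was at −0.03 here (adjusted p = 0.890), with no alternative that called it. SEMA5A (−0.86), *sema3ga* (0.91) and the SEMA4B genes (0.89 and 0.34) were under 2-fold. They are called without the fold minimum, and SEMA5A also without mutant vehicle replicate 2.

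The legend of Figure 3 gives *c3a.4* as not detected. The Ensembl gene ENSDARG00000093198, named C3 (1 of many) in the counts here, carries the name *c3a.4* in the table of Ensembl gene names that was used, and it had raw counts of 313 to 589 in mutant and 124 to 154 in WT libraries given vehicle.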

Other observations

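Tests of liver and myeloid RNA, acute-phase genes, library size, neural crest cells, the spread of the 12 libraries, transcript length, embryos of the other genotype and clutch were chosen only after the results they measure had been seen.

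Several technical sources of the higher complement genes in mutant larvae given vehicle were tested. The 5 most abundant genes of the liver list had a median log2 fold change of −0.28, with *apoa2* at −0.28, *tfa* at −0.63, RBP4 at −0.99, *fga* at 0.78 and FGB at 0.78. All stayed under the lowest of the 5 most abundant complement genes, *c9* at 1.13, which argues against more liver RNA in the mutant pools as the whole cause. The 5 most abundant myeloid genes had a median of 0.0176 and reached at most 0.52, which argues in the same way against more myeloid cells. Counts summed over all *c3* genes rose by 1.48 on the log2 scale, so reads moved between *c3* copies are not the cause. The median total count in mutant libraries was 1.01 times that in WT libraries, too close to 1 for a difference in depth. A wider acute-phase response could not be assessed, since only 53.8% of the listed genes had a match in the counts. Of 4 tested, 1 was called higher and 2 lower, with 4 at an adjusted p under 0.05 when adjusted over the list alone. A higher transcription of complement genes in mutant larvae remains a hypothesis, and the tissue was not identified.

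WT vehicle replicate 2 stood above the other vehicle WT libraries in genes that are raised in mutant larvae. Its share of the mutant excess was taken over 86 genes raised at least 8-fold in rapamycin, with a mean of at least 100 normalized counts in mutant vehicle libraries. The fold in vehicle was not used to choose them, but the vehicle libraries entered the fit and the count minimum. The median share was 4.94% (quartiles 2.87% and 7.13%), relative to the other vehicle WT libraries. This library was highest of the 3 for 90.7% of these genes, against 36.3% of all genes with a mean of at least 100 in WT vehicle libraries. The medians for replicates 1 and 3 were −2.57% and −2.66%. A candidate explanation is a mutant embryo in the WT pool, where 1 of 20 embryos would give 5%. RNA carried over between samples or reads assigned to the wrong library in sequencing would look alike and were not tested. A clutch with higher expression of such genes is argued against by WT rapamycin replicate 2, which shares the replicate number. Over 91 genes raised at least 8-fold in vehicle it had −3.94%, relative to the other WT rapamycin libraries. Replicate 3, at 5.59%, raises that baseline, so the size of this value cannot be set against 4.94%. Replicate 1, with replicate 3 in its baseline too, had −2.07%, so replicate 2 was not raised above it.

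WT rapamycin replicates 2 and 3 differed from the other WT libraries in other ways. The root mean square log2 difference from the vehicle WT mean was 0.305 for replicate 1, 0.364 for replicate 2 and 0.691 for replicate 3. In replicate 2, 12.9% of counts fell on ENSDARG00000089382, which was examined as a candidate for reads of ribosomal RNA although its sequence was not. Without this gene the difference was 0.362, but a single gene hardly moves a measure over all genes, so whether such reads account for the difference stays open. The larger spread of the 12 libraries, with a biological coefficient of variation of 22.4%, is consistent with an effect of replicate 3, since it was 17.1% without that library and 19.5% to 23.8% without any other. In replicate 3, genes of families with long transcripts were low and those with short transcripts high, with a median difference of −1.49 on the log2 scale, against −0.33 and 0.42 in replicates 1 and 2. Loss of long transcripts, as in degraded RNA, and a change in what these families do cannot be told apart, because the families differ in both. Genes raised in mutant larvae were also high in replicate 3, with a median share of 5.59%, but with the many other changes in this library a mutant embryo in its pool cannot be told apart from them. GC content and gene length were not tested.

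With edgeR and all libraries, rapamycin against vehicle called no gene in either genotype. DESeq2 called 2 genes in WT larvae, and the replicate block without WT rapamycin replicate 3 called 27. In WT larvae 5 of the 10 splits of the 6 libraries gave as many genes at an unadjusted p under 0.05 as the real split, 1394, and in mutant larvae 7 of 10 gave as many as 150. Among the 4 splits that part all 3 same-numbered pairs, the real one gave the most in both, the next being 1300 and 146, and the splits with more part 1 pair and so follow differences between clutches. Between mutant and WT larvae given vehicle, 1 of 10 splits, the real one, called any gene.

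Pharyngeal arch genes of the neural crest changed in both directions in mutant larvae given vehicle, with a median log2 fold change of 0.29 over 21 genes. Of these, 4 were called higher (*msx1a*, *msx1b*, *dlx3b* and *dlx4b*) and 3 lower (among them *gsc* and *barx1*, at −2.15), and 16 had an adjusted p under 0.05 when adjusted over the list alone. At 48 hpf, a later stage than those of the in situ hybridizations of *sox10* and *crestin*, SOX10 was at −0.17 (adjusted p = 0.634) and *crestin* at −0.04 (adjusted p = 0.876). The 20 genes of the neural crest and pigment lists had a median of −0.0914, with 1 called lower. This argues against fewer neural crest cells of every kind as the cause of the lower arch genes, and a loss confined to the arches or a change in their fate may remain, neither of which whole larvae can show.

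GAPDH, the control of the RT-qPCR, rose by 0.60 on the log2 scale in mutant larvae given vehicle, and by at least 0.54 under RLE, upper-quartile and DESeq2 scaling, so a scaling shift is argued against. It was higher in all 3 mutant libraries (180288 to 224188 raw counts) than in the WT libraries (136639 to 148223). Changes measured relative to GAPDH would be smaller by that amount for raised genes, and the RT-qPCR data were not used here.

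Of 224 tested genes with a splicing variation in Supplemental Table S2, 20 (8.93%) were called for expression, against 7.94% of other genes (odds ratio 1.14, 95% interval 0.678 to 1.81, Fisher's exact test, p = 0.536). Without a fold minimum the odds ratio was 1.52 (95% interval 1.15 to 2.01, Fisher's exact test, p = 0.00284). Within quartiles of mean expression it fell to 1.32 (95% interval 0.992 to 1.75, exact p = 0.0496). With the 2-fold minimum, the odds ratio instead rose from 1.14 to 1.38 within quartiles (95% interval 0.823 to 2.21, stratified exact test, p = 0.174). An excess from expression level, at which both splicing and expression changes are easier to detect, cannot therefore be told apart from a real one. The expression of *sema3fa* was −0.30 (standard error 0.11, adjusted p = 0.0827), not called.

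Of the 1799 genes in Supplemental Table S1, 1662 (92.4%) were called here, all in the same direction. Log2 fold changes had a Pearson r of 0.997 across genes, which are not independent replicates, with a median absolute difference of 0.0223. Of the 137 not called, 31 were not tested and 47 had an adjusted p under 0.05 but under 2-fold, and 113 genes called here are absent from that table. Low counts are a candidate explanation for the genes not called, whose median of mean normalized counts was 77.2 against 237 for those called in both.

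The other lists changed little in mutant larvae given vehicle. Liver genes had a median log2 fold change of −0.07 with 2 of 22 called and 10 passing when adjusted over the list alone. For pigment genes the median was −0.11 (1 of 17 called, 4 adjusted over the list alone), for neural crest genes −0.04 (0 of 3, 0 adjusted over the list alone) and for myeloid genes 0.22 (1 of 15, 5 adjusted over the list alone). Erythrocyte genes were at −0.19 (0 of 10, 0 adjusted over the list alone), endothelial genes at 0.15 (0 of 11, 6 adjusted over the list alone) and sterol synthesis genes at −0.15 (0 of 22, 10 adjusted over the list alone). FLI1, the gene of the endothelial and CNC reporter, was at −0.51 (adjusted p = 0.00263). None of these lists was called by camera, and fry called the pigment and sterol lists (adjusted p = 0.00491 and 0.00124). No explanation was tested for them.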
